# Single-cell analysis of bovine muscle-derived cell types for cultured meat production

**DOI:** 10.3389/fnut.2023.1212196

**Published:** 2023-09-13

**Authors:** Tobias Messmer, Richard G. J. Dohmen, Lieke Schaeken, Lea Melzener, Rui Hueber, Mary Godec, Carin Didoss, Mark J. Post, Joshua E. Flack

**Keywords:** single-cell RNA sequencing, cultured meat, cell purification, muscle stem cells, satellite cell heterogeneity

## Abstract

Cultured meat technologies leverage the proliferation and differentiation of animal-derived stem cells *ex vivo* to produce edible tissues for human consumption in a sustainable fashion. However, skeletal muscle is a dynamic and highly complex tissue, involving the interplay of numerous mono- and multinucleated cells, including muscle fibers, satellite cells (SCs) and fibro-adipogenic progenitors (FAPs), and recreation of the tissue *in vitro* thus requires the characterization and manipulation of a broad range of cell types. Here, we use a single-cell RNA sequencing approach to characterize cellular heterogeneity within bovine muscle and muscle-derived cell cultures over time. Using this data, we identify numerous distinct cell types, and develop robust protocols for the easy purification and proliferation of several of these populations. We note overgrowth of undesirable cell types within heterogeneous proliferative cultures as a barrier to efficient cultured meat production, and use transcriptomics to identify conditions that favor the growth of SCs in the context of serum-free medium. Combining RNA velocities computed *in silico* with time-resolved flow cytometric analysis, we characterize dynamic subpopulations and transitions between active, quiescent, and committed states of SCs, and demonstrate methods for modulation of these states during long-term proliferative cultures. This work provides an important reference for advancing our knowledge of bovine skeletal muscle biology, and its application in the development of cultured meat technologies.

## Introduction

Cultured meat is an emergent technology that leverages *in vitro* proliferation and differentiation of stem cells to produce edible tissues that mimic conventional meat (1, 2). While there are numerous potential advantages to this technology, including reduced greenhouse gas emissions and improved animal welfare (3), many technical challenges remain, such as the removal of animal-derived components, scaling of culture volumes, and cost reduction (4, 5). Moreover, consumer acceptance will be reliant on the taste and texture of cultured meat products closely replicating those of the conventionally-reared equivalent (6, 7).

Meat is composed primarily of skeletal muscle, a complex tissue whose function requires the interplay of numerous mono- and multinucleated cell types, including muscle fibers, satellite cells (SCs) and fibro-adipogenic progenitors (FAPs), as well as vascular, nervous and connective tissue (8, 9). While most cultured meat products currently being pursued consist of unstructured muscle fibers, with or without fat tissue, accurate recreation of the entire tissue requires the identification, purification, proliferation and characterization of a broad range of cell types (10, 11). Descriptions of the composition of human and murine skeletal muscle at the cellular level are now available (12–16), but a similarly detailed understanding of muscle biology in agriculturally relevant species, such as cattle, is currently lacking, limiting knowledge of starting cell types for cultured meat development, as well as characterized immunophenotypes and methods for their purification. Furthermore, the extent to which complex muscle-derived cell behaviors and interactions are recapitulated during *in vitro* culture is unclear (17, 18), hindering the design of optimized bioprocesses that maximize cellular proliferation potential.

Here, we used droplet-based single-cell RNA sequencing (scRNA-seq) to profile bovine skeletal muscle, and muscle-derived cell cultures, in a time-resolved fashion across the process of cultured meat production. We use the resultant dataset to gain insight into transcriptional heterogeneity between and within cell types, and to inform various steps of cultured meat bioprocess design, including cell type selection, design of antibody panels for cell purification, and the development of selective proliferation medium formulations.

## Results

### scRNA-seq identifies 11 distinct cell types in bovine muscle

In order to investigate heterogeneity between and within bovine muscle-derived cell types, we used the 10x Genomics Chromium platform for scRNA-seq to study gene expression at five timepoints in a primary adult stem cell-based cultured meat production process (Figure 1A; Table 1). 

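Each timepoint was 1 Chromium 3′ v3.1 library, made from pooled cells of all donors sequenced at that time, so the effect of the timepoint and the effect of the library cannot be told apart. Donors 2, 4, 5, 7 and 10 were calves and donors 1, 3, 6, 8 and 9 were adults. Donor 3 was sequenced at Timepoint 1 alone. The authors aligned the reads to genome build ARS-UCD1.2, counted unique molecular identifiers (UMIs) per gene and barcode with CellRanger and its default cell filter, and assigned barcodes to donors from their genotypes with demuxlet. The deposited matrices hold raw UMI counts per gene, and 16828 genes carry a symbol. At Timepoints 1 to 5 they hold 8980, 22164, 12210, 14498 and 8579 barcodes, of which demuxlet had called 5237, 10971, 9468, 11140 and 2933 as cells of 1 donor (singlets). The cells that passed quality control carried 20977722, 201219383, 252316585, 236875599 and 53376578 UMIs.

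Cell types were taken from the deposited annotation, which the authors had assigned from clusters of the same expression values, so a test of a marker gene between these types is not independent of the types. Counts were summed per donor and cell type, and these sums (pseudobulks of at least 10 cells), not single cells, were the replicates in every test of expression. Pseudobulks were compared in edgeR with a quasi-likelihood F test, 2-sided, after TMM normalization and removal of genes with low counts. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change (log2FC) above 1. Standard errors (SE) are those of the fitted log2FC, and ± is the standard deviation over donors unless stated otherwise. Intervals and lowest folds computed from counts cover counting error only.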

A total of 36,129 single-cell transcriptomes, with an average expression of 3,815 genes and 21,131 transcripts per cell, were analyzed across 10 donor cattle and assembled into a single dataset (Supplementary Figure S1). 

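Quality control kept 90.9% of the singlets, from 83.9% at Timepoint 1 to 94.7% at Timepoint 3. The paper's stated limits of 3 median absolute deviations for genes, UMIs and percent mitochondrial UMIs were applied again to the deposited values and left 36140 cells, 36118 of them in the authors' set of 36129. The numbers of cells per donor and timepoint equalled those of Table 1 in 46 of 46 comparisons. They ranged from 230 to 754 (median 404.5) at Timepoint 1, from 783 to 1448 (median 1058) at Timepoint 2 and from 159 to 567 (median 307) at Timepoint 5. Over all cells the mean was 21131 UMIs (standard deviation over cells 12608) and 3815 genes (1319). The libraries differed in depth per cell, with median UMIs of 4081 at Timepoint 1, 19375 at Timepoint 2, 27239.5 at Timepoint 3, 21620 at Timepoint 4 and 18043.5 at Timepoint 5. Median genes per cell were 1614, 4019, 4594, 4076 and 3888.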

Using uniform manifold approximation and projection (UMAP) dimensionality reduction, based on the first 30 principal components (Figure 1B), cells from Timepoints 1 (muscle tissue) and 2 (passage 0, after 72 h *in vitro* culture) clustered separately from each other, and from Timepoints 3 to 5 (after passages 2, 5, and 8 respectively), indicating significant transcriptomic changes between timepoints and within cell types during the proliferative process.

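To measure the separation without a plotted embedding, counts of all QC-filtered cells were scaled to 10000 per cell, log-transformed and reduced to 30 principal components of 2000 variable genes, and the 20 nearest neighbours of each cell were found. The share of neighbours from a cell's own timepoint, averaged within donors, was 99.4 ± 0.336% at Timepoint 1 (10 donors) and 99.6 ± 0.248% at Timepoint 2 (9 donors), where random mixing would give 12.2% and 26.5%. It was 80.4 ± 7.08%, 77.2 ± 11.2% and 60.3 ± 13.7% at Timepoints 3 to 5, against 24.8%, 28.8% and 7.67% under mixing. The largest move among the alternatives came at Timepoint 3, where thinning every cell to 2000 UMIs before the search gave 71.5%. Thinning left Timepoint 1 at 99.3% and Timepoint 2 at 99.2%, so a difference in depth alone does not account for their separation.

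Cells of the same type at Timepoints 1 and 2 were also apart. In FAPs 99.8% of the neighbours at Timepoint 1 came from Timepoint 1, in SCs 99.3% and in vascular endothelial cells 99.7%, and glial cells, with 12 cells at Timepoint 1, had the lowest share of any type (68.8 ± 27.4%).

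**Figure D1:**
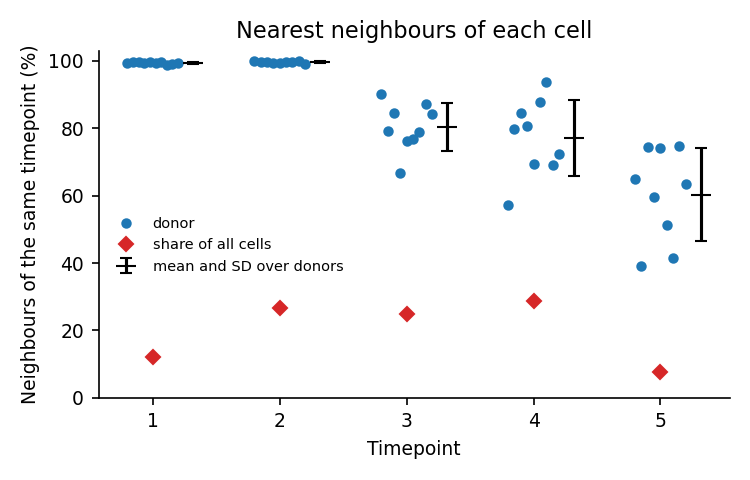
Share of the 20 nearest neighbours of a cell that come from its own timepoint (y axis, percent) at each timepoint (x axis); points are donors, diamonds mark the share of all cells that belong to the timepoint, and bars are the mean and standard deviation over donors. Every timepoint lies above its expected share, and Timepoints 3 to 5 lie lower than Timepoints 1 and 2.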

**Figure 1:**
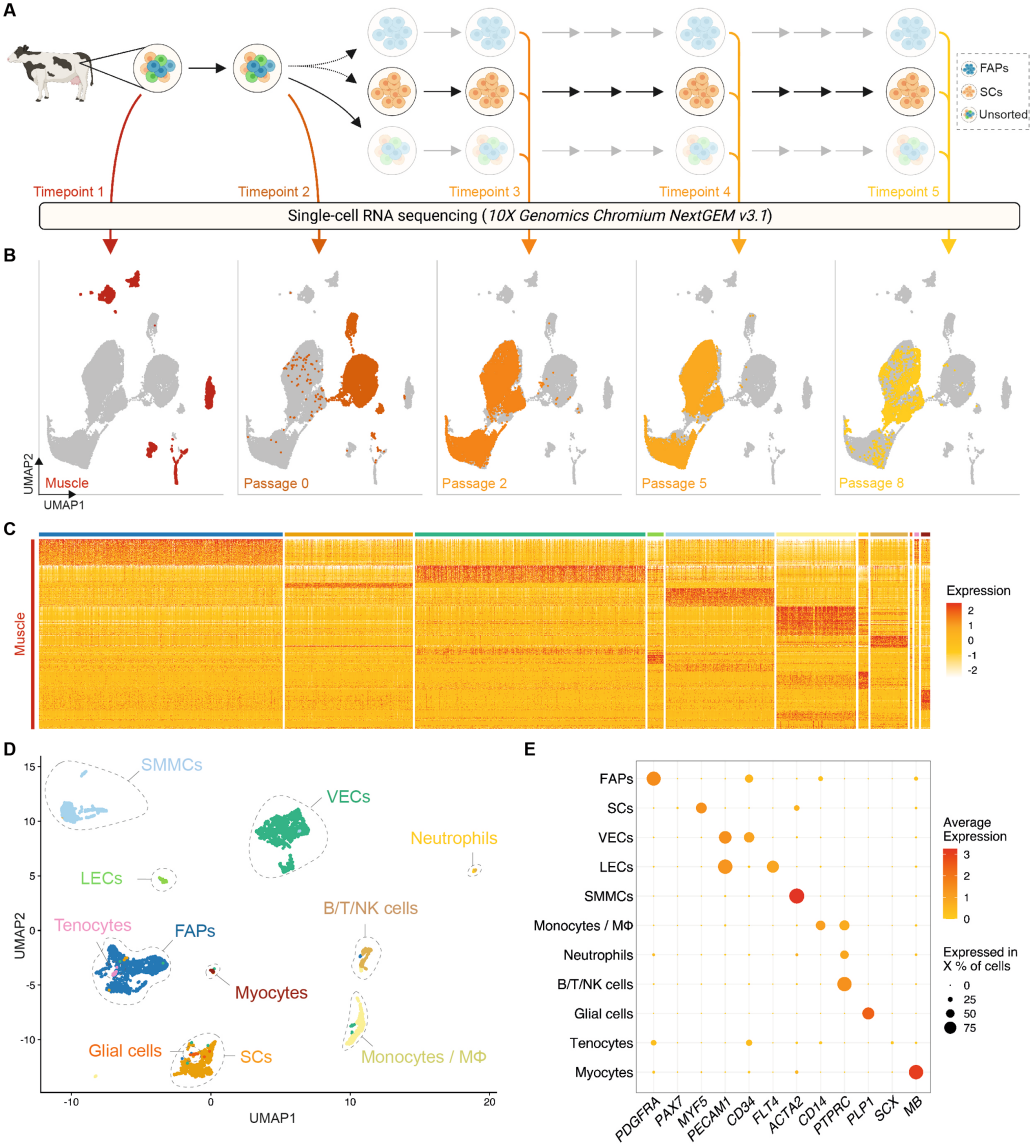
Single-cell RNA sequencing of bovine muscle and muscle-derived cell cultures. **(A)** Overview of experimental design; colored arrows and numerals indicate timepoints of RNA sequencing of single cells isolated from bovine muscle (Timepoint 1), at passage 0 after 72 h in serum-free growth medium (Timepoint 2) and at passages 2, 5, and 8 (Timepoints 3, 4, and 5 respectively); solid arrows indicate passaging, dotted arrows indicate FACS sorting; **(B)** Combined UMAP plots showing single cells (individual points) from all five experimental timepoints; clustering is based on first 30 principal components, cells from each timepoint are colored in each respective plot; **(C)** Heatmap displaying normalized expression of significantly upregulated genes (log_2_FC > 1, FDR < 0.05) in each cluster identified in Timepoint 1. **(D)** UMAP of Timepoint 1; cells are colored and clusters labeled for their assigned cell types; **(E)** Dotplot showing normalized expression of cell-type specific genes, averaged within each population; dot size indicates percentage of cells expressing the respective gene with at least 1 count.

**Table 1:** scRNA-seq metadata.

Animal /Genotype	Breed	Sex	Age	Sorted population	Number of cells				
					Timepoint 1	Timepoint 2	Timepoint 3	Timepoint 4	Timepoint 5
					Muscle	P0	P2	P5	P8
01	Belgian Blue	Female	Adult	Unsorted	249	905	927	801	443
02	Belgian Blue	Female	Calf	Unsorted	446	783	1,102	998	216
03	Belgian Blue	Female	Adult	N/A	230	–	–	–	–
04	Belgian Blue	Female	Calf	FAPs	735	1,058	917	1,355	317
05	Belgian Blue	Female	Calf	SCs	754	1,001	1,144	1,041	239
06	Belgian Blue	Male	Adult	SCs	362	1,270	1,092	1,522	567
07	Belgian Blue	Female	Calf	FAPs	458	1,136	915	1,177	307
08	Belgian Blue	Male	Adult	FAPs	363	1,118	863	1,442	316
09	Belgian Blue	Female	Adult	Unsorted	232	872	905	922	159
10	Belgian Blue	Male	Calf	SCs	566	1,448	1,101	1,147	208
				Total	4,395	9,591	8,966	10,405	2,772
								Cumulative	36,129

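Shares of the annotated cell types were computed within each of the 10 donors at Timepoint 1. FAPs made up 27.2 ± 8.88% (13.9 to 46.4%), vascular endothelial cells 26.9 ± 9.21%, SCs 15.2 ± 3.47% (10.3 to 21.0%), smooth muscle and mesenchymal cells 12.3 ± 4.68%, monocytes/macrophages 8.83 ± 3.99%, lymphocytes 4.80 ± 2.02% and lymphatic endothelial cells 1.94 ± 0.823%. The rare types were neutrophils (1.04 ± 0.853%, 51 cells in 9 of 10 donors), myocytes (0.993 ± 0.430%, 45 cells in 10 of 10), tenocytes (0.476 ± 0.517%, 23 cells in 6 of 10) and glial cells (0.275 ± 0.303%, 12 cells in 6 of 10). No share was called different between calves and adults (smallest exact p 0.167, 2-sided permutation of donors, adjusted 0.786 over 11 types, 5 v 5 donors). Giving the singlets removed by quality control the type of their nearest kept cells moved the FAP share to 27.6%.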

Within enzymatically digested bovine muscle tissue (Timepoint 1), we identified 11 defined populations of mononuclear cells with distinct gene expression profiles (Figure 1C; Supplementary Table S1), which were present in varying proportions in all donor animals (Supplementary Figure S2A). 

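Each cell type of Timepoint 1 was compared with the sum of all other cells of the same donor. Of the 11 types, 7 had enough cells in at least 2 donors for this test. Genes higher in the type numbered 371 of 6488 tested in SCs, 703 of 7512 in FAPs, 795 of 7074 in vascular endothelial cells, 803 of 7039 in monocytes/macrophages, 524 of 6514 in smooth muscle and mesenchymal cells, 522 of 5680 in lymphocytes and 338 of 7938 in lymphatic endothelial cells (4 donors). Among genes higher in every donor, those with the largest fold change in SCs were CHRDL2 (ENSBTAG00000021306; log2FC 7.87, SE 0.44, adjusted p 4.6e-12), IGFBP1, MYF5, CALCR and BTC, and in FAPs VEGFD (ENSBTAG00000009476; 6.33, SE 0.32, adjusted p 1.9e-14), CYP4B1, DPT, ALDH1A2 and MFAP5, each higher in 10 of 10 donors. Leaving out the filter for low counts moved these totals most, from 4056 genes over the 7 types to 7696.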

Based on differential gene expression, these clusters were assigned to cell types previously characterized in other species (12, 13, 19), namely fibro-adipogenic progenitors (FAPs), satellite cells (SCs), vascular and lymphatic endothelial cells (ECs; vascular, VECs; lymphatic, LECs, Supplementary Figures S2B,C), smooth muscle and mesenchymal cells (SMMCs), monocytes/macrophages (MΦ), neutrophils, lymphocytes (B/T/NK cells), glial cells, tenocytes and myocytes (Figure 1D; Supplementary Figure S2D). The expression of canonical genes in each of these populations showed notable similarity to that observed in analogous murine studies (Figure 1E; Supplementary Figure S2E) (14).

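The canonical genes of Figure 1E gave 10 pairs of gene and cell type that could be looked up in these tests. Of these, 9 were tested and all 9 were called higher in their type, in every donor, with log2FC from 2.22 to 7.17 (median 4.94). PDGFRA (ENSBTAG00000007173) averaged 839 ± 218 CPM (counts scaled to equal library size by edgeR) in FAPs and 15.0 in the other cells (log2FC 5.71, SE 0.23, adjusted p 1.2e-15). MYF5 (ENSBTAG00000026972) averaged 817 ± 402 CPM in SCs and 5.76 elsewhere (7.13, SE 0.43, adjusted p 1.3e-11). The lowest value was that of CD34 (ENSBTAG00000010562) in vascular endothelial cells, at 407 ± 131 CPM (2.22, SE 0.16, adjusted p 1.2e-11); in FAPs it averaged 192 ± 50.9 CPM and was not called (log2FC 0.50, adjusted p 0.0724, higher in 8 of 10 donors). PAX7 fell under the filter for low counts in SCs at this timepoint, and types without 2 pseudobulks, glial cells, tenocytes, neutrophils and myocytes, were not tested.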

### Cell types can be identified *in vitro* by unique surface marker expression

To identify proliferative muscle tissue-derived cell types that might be used for cultured meat production, we analyzed the adherent cell fraction after 72 h (Timepoint 2) culture in serum-free growth medium (SFGM, Supplementary Table S2). 

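Timepoint 2 was the library of 9 donors without donor 3, taken after 72 h in culture and sequenced in 2 runs by its records, as were Timepoints 3 and 4; each matrix was taken to hold both runs, which could not be checked. Doublets of cells of different donors, as called by the authors' demuxlet run, were 39.4% of its barcodes against 8.11% at Timepoint 1, and only singlets were used. Pseudobulks were deeper than those of Timepoint 1. FAPs had a median of 16142225 UMIs per donor (10321593 to 23061306), against 612204 in muscle (270458 to 2268755). For SCs the medians were 4455953 (920291 to 9630375) and 312922.5 (97693 to 450674), and for vascular endothelial cells 1100335 (277985 to 3179089) and 342676 (206284 to 1042240). These 3 types had pseudobulks of at least 10 cells from every donor at both timepoints and were compared between Timepoint 2 (9 donors) and Timepoint 1 (10 donors), within the type, with the edgeR model.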

We discerned 7 populations present in these cultures, which were separated from the same populations in Timepoint 1 by UMAP, indicating stark transcriptional changes during the transition to *in vitro* culture (Figure 2A). 

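Within FAPs 3997 of 9208 tested genes were called (1928 higher and 2069 lower at Timepoint 2), within SCs 1789 of 5221 (825 and 964) and within vascular endothelial cells 2071 of 5896 (917 and 1154). Of the alternatives set before the data were examined, leaving out the filter for low counts moved these counts most, to 6925, 5286 and 5030. The gap in depth was tested by thinning every pseudobulk of a type to the smallest one before the fit, which left 1640 of 4017 tested genes in FAPs, 531 of 1541 in SCs and 1176 of 3263 in vascular endothelial cells; 1501, 494 and 1106 of these had also been called at full depth.

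In FAPs CXCL5 (ENSBTAG00000009812) rose from 4.05 to 7447 CPM (log2FC 11.08, SE 0.37, adjusted p 6.1e-16), and the largest fall was that of the muscle fibre gene ACTA1 (ENSBTAG00000046332), from 465 to 0.108 CPM (log2FC -11.77, SE 0.20, adjusted p 4.8e-24). ACTA1 also fell in SCs, from 268 to 0.0453 CPM, and in vascular endothelial cells, from 192 to 0 CPM. Free RNA of muscle fibres in the muscle library thus stays open as the source of these counts. In SCs CXCL5 had 0 counts at Timepoint 1 and was at least 922-fold higher at Timepoint 2, a floor set by 3 counts in the pooled muscle SCs. DLK1 (ENSBTAG00000037899) dropped in SCs from 803 to 1.23 CPM (log2FC -10.37, SE 0.80, adjusted p 1.4e-09), and CD74 (ENSBTAG00000015228) in vascular endothelial cells from 2277 to 2.48 CPM (-9.54, SE 0.21, adjusted p 1.5e-22). Of 4633 genes tested in all 3 types, 691 were called in the same direction in each (376 higher, 315 lower).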

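Gene sets fixed before the files were opened were tested within FAPs, SCs and vascular endothelial cells with camera, adjusted over the sets within a cell type. Ribosome biogenesis genes were higher at Timepoint 2 in each type, by a median log2FC of 1.56 in FAPs (42 of 42 genes higher, adjusted p 5.7e-11), 1.09 in SCs (33 of 33, 4.7e-06) and 1.28 in vascular endothelial cells (32 of 32, 6.1e-07). Translation factors and tRNA synthetases rose by 1.21, 0.82 and 0.90. Extracellular matrix genes fell in FAPs (median log2FC -2.64, 8 of 78 genes higher, adjusted p 5.4e-21). They were not called in SCs (0.14, 24 of 47 higher, adjusted p 0.125) or vascular endothelial cells (-0.77, 21 of 46 higher, adjusted p 0.0886). The other test, fry, asks whether a set changed by itself, where camera sets it against the other genes. On the same pseudobulks fry called the matrix set lower in both types (adjusted p 1.4e-06 and 1.5e-05). Such a call does not place the set below the other genes. Cell cycle genes rose in FAPs (3.53, 86 of 87, adjusted p 6.0e-25) and SCs (0.84, 61 of 67, 4.7e-06) and were not called in vascular endothelial cells (0.06, 24 of 41, 0.561). Cytosolic ribosomal protein genes rose in FAPs (0.48) and vascular endothelial cells (0.33) and were lower in SCs (-0.23, 29 of 81 higher, adjusted p 0.0379). This call was lost with donor as a block (adjusted p 0.192). The myogenic differentiation set fell in FAPs, SCs and vascular endothelial cells alike (median log2FC -7.31, -6.83 and -6.37). Free RNA of muscle fibres at Timepoint 1 stays open as a cause of this fall.

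Whether the cell types differed was tested after these results were seen, on the mean change of each set per donor over genes tested in all 3 types. The extracellular matrix set (36 genes) changed by -2.49 ± 0.14 log2 units in FAPs, 0.19 ± 0.35 in SCs and -0.40 ± 0.37 in vascular endothelial cells (lower in 8 of 9 donors). FAPs lay below SCs in 9 of 9 donors, by -2.67 ± 0.33 (exact sign-flip p 0.0039, 2-sided, the smallest possible, adjusted 0.00502 over 18 tests). From the terms of genes changed with cell type regressed out, the paper proposes that matrix interaction fell while protein production and proliferation rose. In the set tests the biogenesis and translation factor sets moved that way in all 3 types, the cell cycle set in FAPs and SCs, and the matrix set in FAPs and, with fry alone, in vascular endothelial cells. In SCs fry called the matrix set lower, and over its 47 genes the mean log2FC was -0.42 while the median lay above 0, as did the mean over donors of the 36 shared genes, so a fall there is left open.

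**Figure D2:**
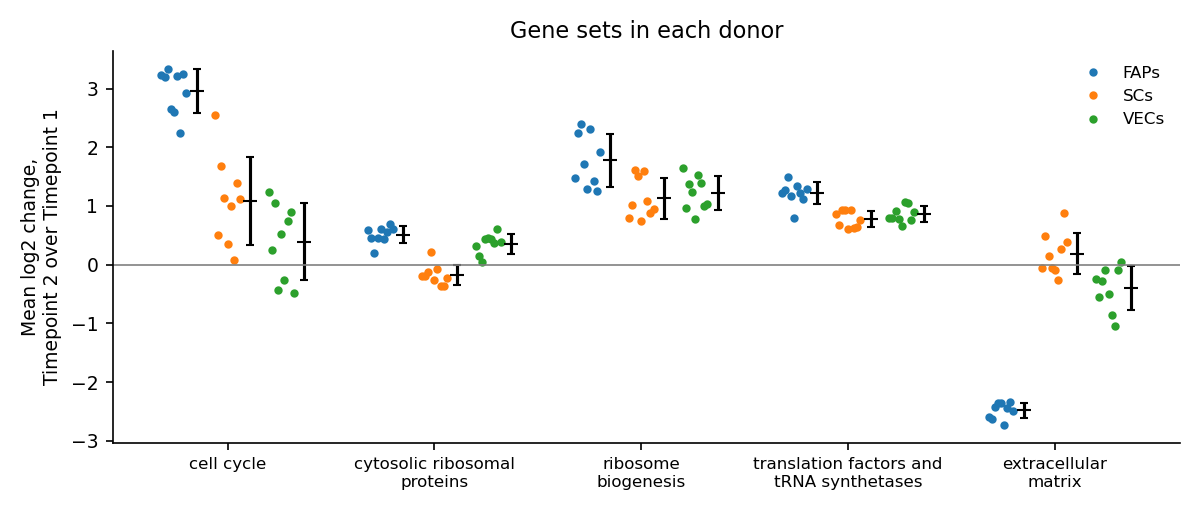
Mean change of each gene set from Timepoint 1 to Timepoint 2 (y axis, log2 units) in FAPs, SCs and vascular endothelial cells; each point is 1 of 9 donors, and bars are the mean and standard deviation. The matrix set is below 0 in every donor in FAPs and around 0 in SCs, while biogenesis is above 0 in every donor and type.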

Gene Ontology (GO) terms corresponding to differentially expressed genes (independent of cell type) between Timepoints 1 and 2 (Figure 2B) suggest that these transcriptional switches relate to decreased interaction with the extracellular matrix (ECM) and increased protein production, concomitant with increased cellular proliferation in the *in vitro* environment.

**Figure 2:**
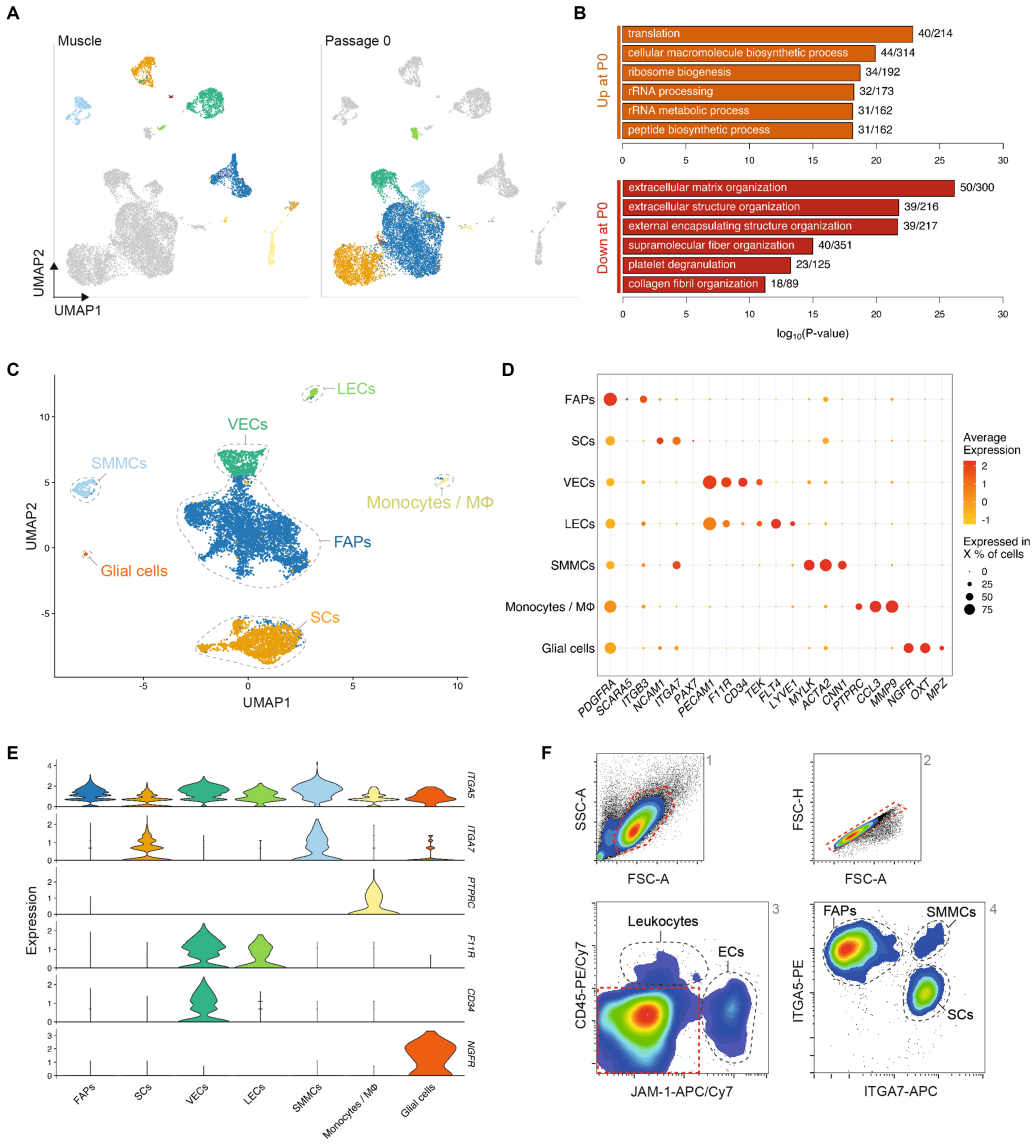
Transcriptomic analysis defines adherent cell types with distinct immunosurface phenotypes. **(A)** Combined UMAP of Timepoints 1 and 2, colored for populations in Timepoint 1 (left) or 2 (right), respectively; **(B)** Top five most significantly enriched GO terms corresponding to differentially expressed genes up- (top) or downregulated (bottom) between Timepoints 1 and 2, after regressing out the effect of cell type; **(C)** UMAP of Timepoint 2; cells are colored and clusters labeled for their assigned cell types; **(D)** Normalized gene expression of canonical markers in each population at Timepoint 2; **(E)** Violin plots showing expression of surface markers in different cell types at Timepoint 2; **(F)** Representative flow cytometry contour plots showing gating strategy for purification of cell types; red dashed lines indicate gates for the subsequent plot (from 1 to 4); black dashed lines indicate sorting gates for the labeled populations.

Comparison of Timepoints 1 and 2 enabled the assigning of cell identities to individual clusters (Figure 2C), indicating that of the 11 populations identified in Timepoint 1, only myocytes, tenocytes, neutrophils and lymphocytes did not persist in short-term serum-free culture. Conversely, FAPs, SCs, SMMCs, ECs, glial cells and monocytes/macrophages remained present in cultures from all genotypes (donor animals) sequenced (Supplementary Figures S3A,B). These were the same cell types we identified by scRNA-seq when culturing cells in growth medium (GM) containing 20% fetal bovine serum (FBS; Supplementary Figure S3C; Supplementary Table S2), indicating that our SFGM formulation was able to support culture of muscle-derived cells as robustly as traditional serum-containing media. 

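At Timepoint 1 the annotation names 45 cells myocytes, 23 tenocytes, 51 neutrophils and 188 lymphocytes, which is 1.02%, 0.523%, 1.16% and 4.28% of all cells. At Timepoint 2 it gives 0 of 9591 cells any of these names, which leaves open a share of up to 0.0313% for each (3 cells). Types with few cells can be merged into larger clusters, so 0 annotated cells bounds the clusters that were named and not every single cell.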

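All 7 types of Timepoint 2 had cells in 9 of 9 donors. FAPs made up 60.1 ± 9.50% per donor, SCs 23.3 ± 9.92% (5.75 to 36.9%), vascular endothelial cells 8.99 ± 5.76%, SMMCs 3.64 ± 3.18%, lymphatic endothelial cells 1.90 ± 1.18%, monocytes/macrophages 1.49 ± 0.693% and glial cells 0.529 ± 0.261%. The rarest were 48 glial cells and 141 monocytes/macrophages. From Timepoint 1 the FAP share rose by 32.4 ± 8.09 points, in 9 of 9 donors, and the SC share by 7.69 ± 9.63 points, in 8 of 9. The shares of vascular endothelial cells, SMMCs and monocytes/macrophages fell in 9 of 9 donors, by 17.0 ± 4.46, 8.01 ± 1.86 and 7.70 ± 3.69 points. SCs were 17.4 ± 8.61% in calves and 30.8 ± 5.46% in adults (exact p 0.0397, 2-sided permutation, 5 v 4 donors, adjusted 0.278 over 7 types).

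**Figure D3:**
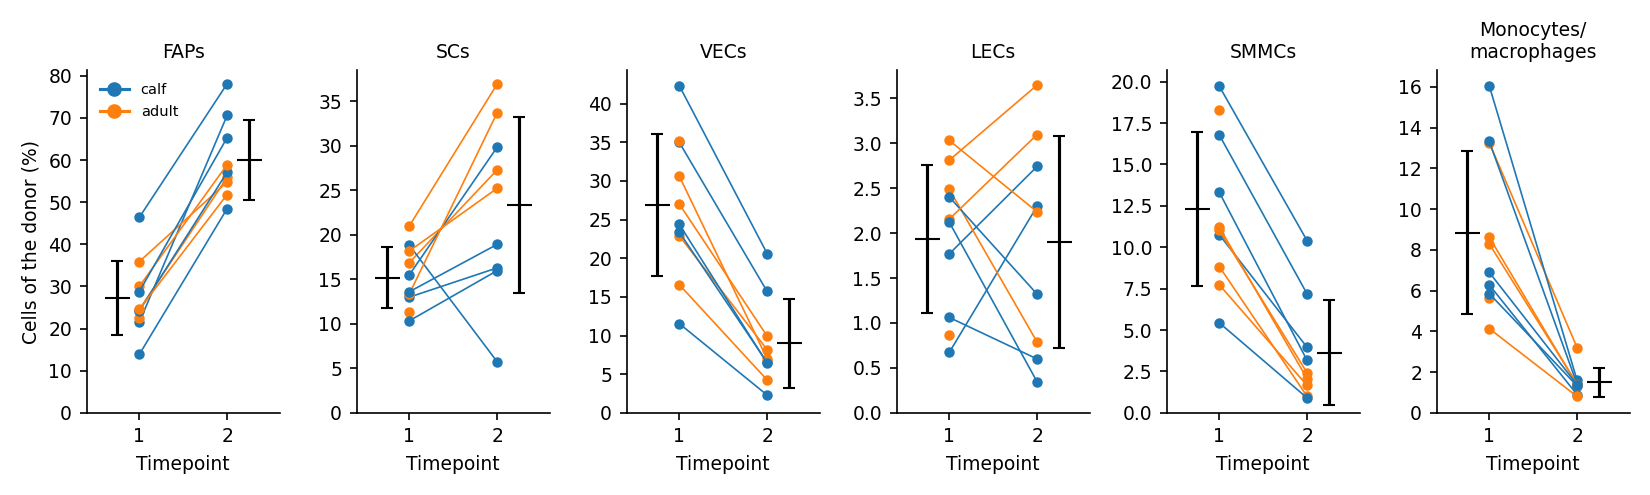
Share of each cell type among the cells of a donor (y axis, percent) at Timepoint 1 and Timepoint 2; points are donors (calves blue, adults orange), and black marks the mean with its standard deviation. FAPs rise in every donor, and vascular endothelial cells fall in every donor.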

Cell populations showed similar gene expression profiles between serum and serum-free conditions (Supplementary Figure S3D), and were present in comparative ratios (Supplementary Figure S3E).

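The tests of a type against all other cells of the donor were repeated at Timepoint 2, where 6 types had pseudobulks from at least 2 donors. Genes higher in the type numbered 322 in FAPs, 540 in SCs, 1406 in vascular endothelial cells, 895 in lymphatic endothelial cells, 566 in SMMCs and 703 in monocytes/macrophages. All 18 pairs of gene and type tested from Figure 2D were called, each higher in every donor with a pseudobulk, with log2FC from 2.04 (ITGB3 in FAPs) to 11.45 (PTPRC in monocytes/macrophages) and a median of 5.88. In SCs PAX7 (ENSBTAG00000014967) reached 3.69 ± 0.986 CPM against 0.120 in other cells (log2FC 4.83, SE 0.28, adjusted p 3.7e-11, 9 of 9 donors), and NCAM1 37.1 ± 6.51 against 6.80 (2.46, SE 0.10, adjusted p 1.8e-13). SCARA5 in FAPs had the largest adjusted p (log2FC 3.23, SE 0.92, adjusted p 0.00633), and DESeq2 fitted it at 1.35.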

Analysis of differentially expressed genes yielded highly and exclusively expressed markers for each population (Figure 2D) (10, 20) that have previously been described in mouse and human (12–14, 21). Filtering these lists for genes encoding plasma membrane-localized proteins facilitated the identification of candidate cell surface markers for separation of populations by flow cytometry (Figure 2E). 

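Of the surface genes, F11R (ENSBTAG00000017846) averaged 114 ± 14.7 CPM in VECs (log2FC 5.90, SE 0.19, adjusted p 1.7e-16) and 70.1 ± 15.3 in LECs (2.84, SE 0.45, adjusted p 1.9e-04), and PTPRC (ENSBTAG00000023144) 105 ± 51.7 CPM in monocytes/macrophages. ITGA7 (ENSBTAG00000012897) was higher in SCs (52.3 ± 4.05 CPM, log2FC 2.66, SE 0.13, adjusted p 1.2e-12, 9 of 9 donors) and in SMMCs (92.5 ± 16.7 CPM, 2.41, SE 0.20, adjusted p 1.7e-07, 7 of 7), so its highest mean was in SMMCs. ITGA5 (ENSBTAG00000013745) averaged 275 ± 48.7 CPM in SMMCs, 227 ± 21.6 in VECs, 158 ± 13.0 in FAPs and 55.5 ± 5.68 in SCs. It was lower in SCs than in the other cells in 9 of 9 donors (log2FC -1.57, SE 0.06, adjusted p 1.3e-13) and was not called in FAPs (0.50, SE 0.16, adjusted p 0.0119, higher in 8 of 9). Of 5 pairs looked up for Figure 2E, ITGA5 in these 4 types and ITGA7 in SMMCs, the last alone was called higher.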

Staining of muscle tissue-derived cells 72 h post-isolation for JAM-1 (*F11R*), CD45 (*PTPRC*), ITGA7 and ITGA5 confirmed the suitability of this quartet of markers as a FACS panel (Figure 2F; Supplementary Figure S3F).

### Four principal muscle-derived cell types can proliferate *in vitro*

In order to characterize their *in vitro* phenotypes in more detail, we next sorted muscle-derived cells into FAPs, SCs, ECs and SMMCs using the FACS panel previously described (Figure 2). The purified populations exhibited markedly different morphologies; while FAPs had a spindle-like morphology and SCs were more spherical, ECs and SMMCs appeared flatter and larger (Figure 3A). Flow cytometric analysis immediately post-FACS using the same antibody panel confirmed high sorting purities for all populations (Figure 3B). In addition, immunofluorescent staining for canonical markers PDGFRα, Pax7, TEK (also known as Tie2), and Calponin-1 (CNN1) further verified the identity of FAPs, SCs, ECs, and SMMCs, respectively (Figure 3C).

**Figure 3:**
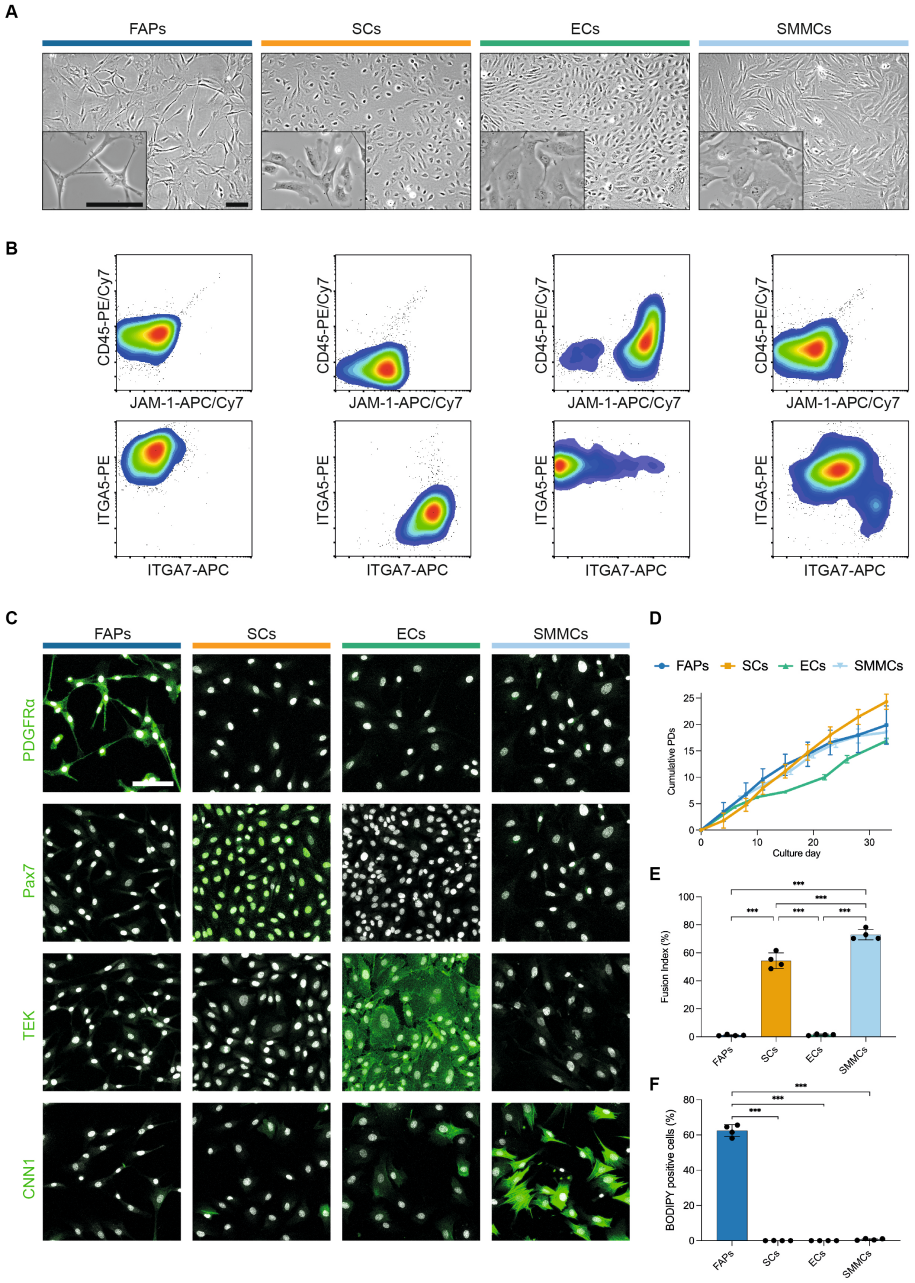
Four muscle-derived cell types can be purified and expanded in long-term culture. **(A)** Brightfield microscopy images of purified FAPs (blue), SCs (orange), ECs (green) and SMMCs (light blue) *in vitro*; scale bars = 100 μm; **(B)** Flow cytometry plots of purified cell types stained for CD45/JAM-1 (top) and ITGA5/ITGA7 (bottom) immediately after FACS; **(C)** Immunofluorescent staining for PDGFRα, Pax7, TEK, and CNN1 (green) in purified cell types; nuclei stained with Hoechst (white); scale bar = 100 μm; **(D)** Long-term growth curves of purified cell types *in vitro*, shown as mean cumulative population doublings (PDs), *n* = 3; **(E)** Fusion indices of purified cell types after 72 h of myogenic differentiation in SFDM, *n* = 4; **(F)** Percentage of BODIPY-positive cells in purified cell types after 240 h of adipogenic differentiation in serum-free adipogenic differentiation medium, *n* = 4; Error bars indicate standard deviation (*SD*). Adjusted *p*-values: * < 0.05, ** < 0.01, *** < 0.001.

Long-term proliferation of each of these populations was supported in SFGM (FAPs, SCs) or BioAMF-3 medium (ECs, SMMCs), with each culture undergoing at least 15 population doublings (PDs) over a period of 6 passages (Figure 3D). Proliferation rates varied between cell types (for example, from 0.46 (ECs) to 1.0 PDs/day (SMMCs) at early passage), and tended to decrease over time (Supplementary Figure S4A).

We next sought to functionally characterize the four purified cell populations by performing myogenic and adipogenic differentiation assays. SCs demonstrated robust myogenic differentiation, as measured by fusion index (53.3 ± 5.6%), but interestingly SMMCs also showed pronounced fusion (73.0 ± 3.7%, Figure 3E; Supplementary Figure S4B), as previously described in mice (12). Expectedly, adipogenic differentiation occurred exclusively in FAPs (Figure 3F; Supplementary Figure S4C). Both media formulations supported short-term cell survival, although cell counts were significantly lower for SCs and SMMCs in a serum-free adipogenic differentiation medium (*p* < 0.001; Supplementary Figures S4D,E).

### Optimized culture conditions prevent SC overgrowth by FAPs

We next aimed to understand heterogeneity within FACS-purified SC cultures during long-term proliferation. 

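Donors 5, 6 and 10 gave the sorted SC cultures, donors 4, 7 and 8 sorted FAP cultures and donors 1, 2 and 9 unsorted cultures, at passages 2, 5 and 8 (Timepoints 3 to 5, 1 library each). Doublets were 19.6%, 19.1% and 45.9% of the barcodes of these libraries. The SC cultures held 3337, 3710 and 1014 QC-filtered cells at the 3 passages, and the authors' annotation names each of them SC or FAP. Over all cultures, the SC pseudobulks of passage 2 had a median of 3316885 UMIs (340296 to 31783784, 9 donors) and the FAP pseudobulks 24240488.5 (374857 to 30747403, 8 donors with at least 10 FAPs). Shares were compared over 3 donors, where an exact 2-sided permutation test of 3 v 3 donors cannot fall below p 0.1.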

Surprisingly, we found that cells in these cultures clustered into two distinct populations, marked by differential expression of *ITGA7* (Figure 4A). 

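In the SC cultures ITGA7 averaged 235 ± 49.0 CPM in SCs and 32.7 ± 19.2 in FAPs at passage 2 (3 donors, means of donors). At passage 5 the means were 272 ± 58.6 and 22.7 ± 21.1, and at passage 8 128 ± 119 and 2.35 ± 0.0447. A UMI of ITGA7 was found in 95.4% of 3299 SCs at passage 2 (median depth 25083 UMIs) and in 28.9% of 38 FAPs (median 29863); at passage 5 these were 92.1% of 3016 SCs (median 21298) and 15.1% of 694 FAPs (median 27987.5), and at passage 8 62.3% of 69 SCs (median 17887) and 4.13% of 945 FAPs (median 19987). The smallest donor group was 7 FAPs at passage 2 and 8 SCs at passage 8.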

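In the SC cultures ITGA5 averaged 227 ± 58.9 CPM in FAPs and 19.7 ± 3.71 in SCs at passage 2, 330 ± 93.6 and 23.4 ± 3.70 at passage 5, and 170 ± 25.5 and 39.1 ± 31.9 at passage 8. PDGFRA averaged 157 ± 93.3 CPM in FAPs and 27.5 ± 16.5 in SCs at passage 2, and 70.1 and 19.6 at passage 8. The myogenic gene MYF5 had the opposite pattern, with 8.78 ± 9.38 CPM in FAPs at passage 2, 7.89 at passage 5 and 2.99 at passage 8, where SCs held 152, 167 and 156. FAP marker UMIs (PDGFRA, DCN, LUM and ITGA5 together) had a median of 128.5 per FAP and 38 per SC at passage 2, so SCs of these cultures were not free of them.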

*ITGA7*- cells expressed FAP marker genes such as *ITGA5* (Supplementary Figure S5A; Figure 2), suggesting that these cells were FAPs that were inaccurately sorted into, and remained prevalent within, SC cultures. Quantification of these cell types showed that the proportion of FAPs increased over time (from 1.0 to 93.6% within 6 passages), indicating that our standard culture conditions favored long-term proliferation of FAPs over SCs (Figure 4B; Supplementary Figures S5B,C). 

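FAPs made up 1.13 ± 0.511% of the cells of SC cultures at passage 2 (1.66, 0.641 and 1.09% in donors 5, 6 and 10), 21.7 ± 30.6% at passage 5 (57.0, 2.04 and 6.10%) and 91.6 ± 7.77% at passage 8 (96.7, 95.6 and 82.7%). From passage 2 to passage 8 the share rose by 90.5 ± 7.72 points, in 3 of 3 donors (exact p 0.1, 2-sided permutation, 3 v 3). The same donors are in both passages, and exact sign flips within donors, added after the results were seen, give 0.25, the smallest possible with 3 donors. Donor 5 decides the mean at passage 5, which is 4.07% without it. The alternative that moved the shares most assigned each cell by the larger sum of FAP or SC marker UMIs and gave 78.8% at passage 2, 83.4% at passage 5 and 97.7% at passage 8; that rule is moved by the FAP marker UMIs that SCs carry.

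In the FAP cultures SCs were 5.97 ± 4.16%, 0.503 ± 0.207% and 1.60 ± 0.567% of cells at the 3 passages, and in the unsorted cultures 18.0 ± 6.55%, 21.7 ± 20.2% and 7.51 ± 4.71%. The paper reasons from the rising FAP share that its standard conditions favoured FAPs over SCs in long-term growth. The shares alone record the outcome in 3 donors, and differences in division, death and attachment between the types were not measured here.

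**Figure D4:**
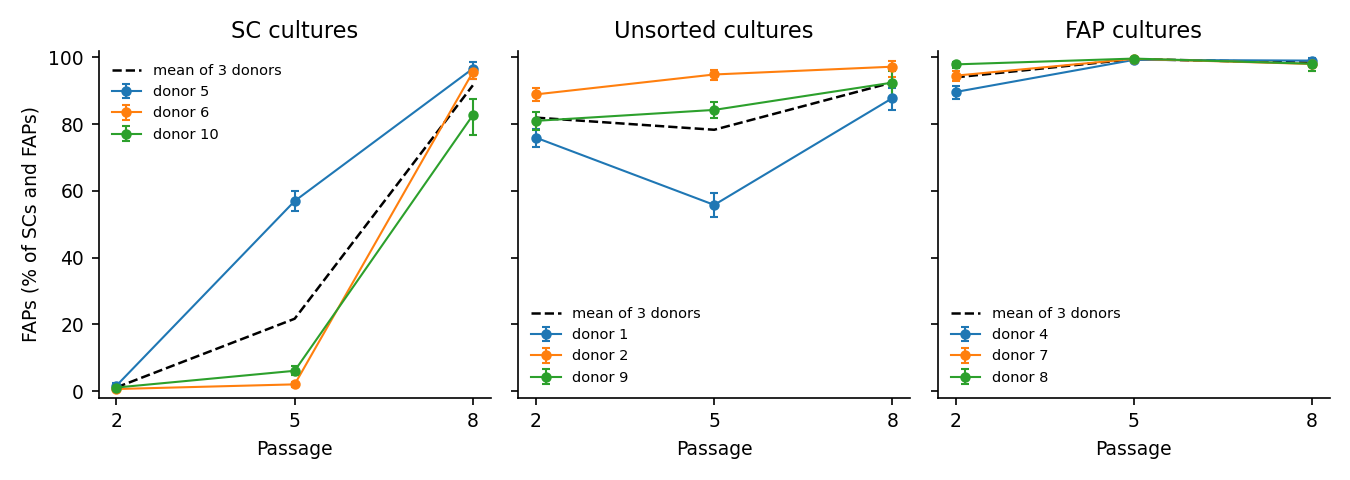
FAP share (y axis, percent of cells) at passages 2, 5 and 8 (x axis) in SC, unsorted and FAP cultures; lines are donors, error bars are exact binomial 95% intervals, and the dashed line is the mean. In SC cultures each donor ends above 80%, and donor 5 is ahead at passage 5.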

The percentage of contaminating FAPs correlated negatively with myogenic differentiation, as determined by fusion index (*R*^2^ = 0.91, *p* < 0.001, Figures 4C,D), emphasizing the importance of eliminating overgrowth by non-SCs for cultured muscle production.

**Figure 4:**
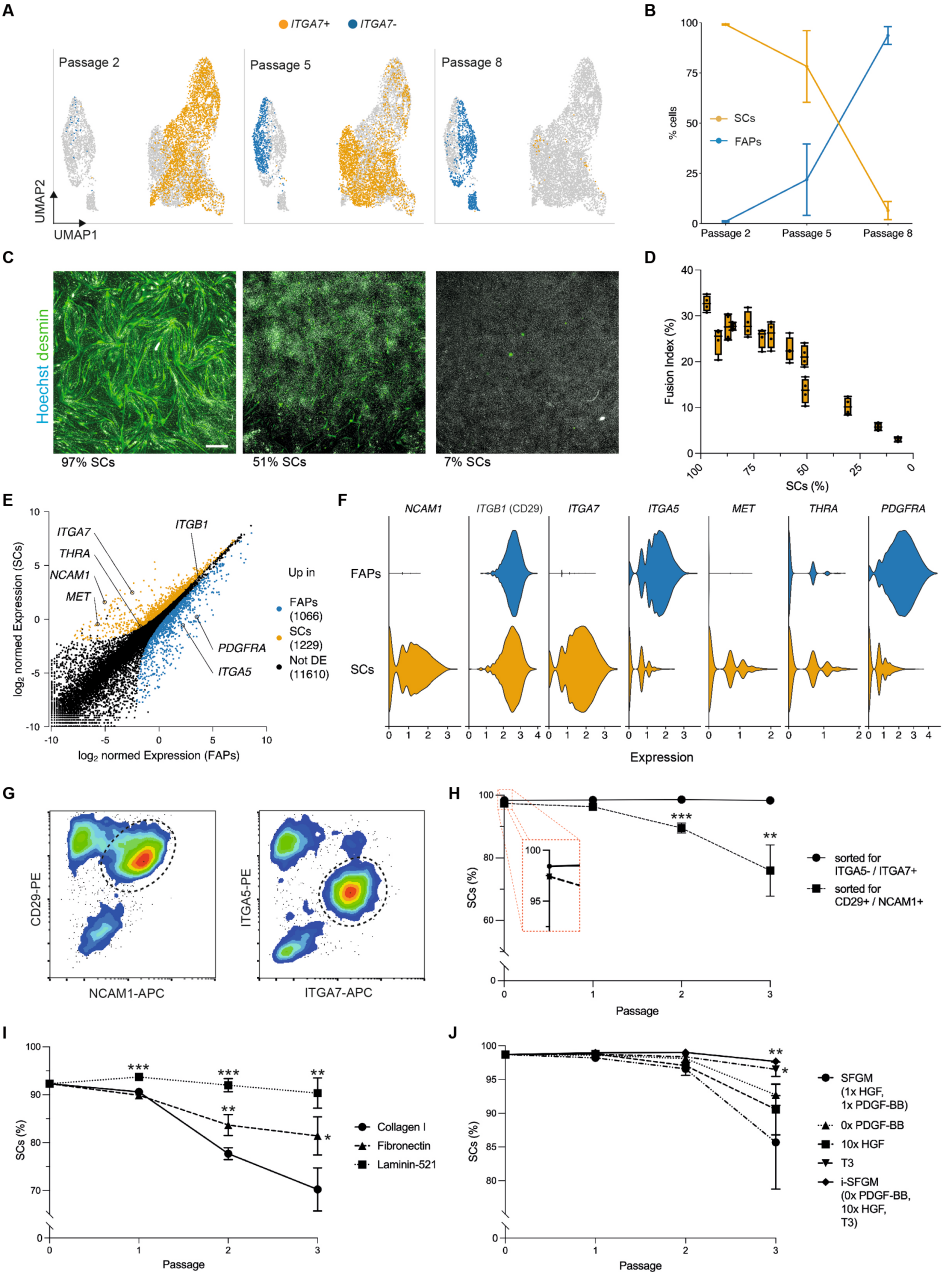
Optimized culture conditions prevent overgrowth of SCs. **(A)** Combined UMAPs of sorted SCs at passages 2 (Timepoint 3, left), 5 (Timepoint 4, center) and 8 (Timepoint 5, right); clusters in respective passages are colored for *ITGA7* expression; **(B)** Proportion of SCs (*ITGA7*+) during long-term culture; error bars indicate *SD*, *n* = 3; **(C)** Immunofluorescent staining of cultures with varying proportions of SCs and FAPs for desmin (green) and Hoechst (white) after 72 h of myogenic differentiation in SFDM; scale bar = 100 μm; **(D)** Fusion indices in varying proportions of SCs and FAPs after 72 h of myogenic differentiation in SFDM corresponding to **(C)**, shown as box plots, *n* = 4; **(E)** Normalized gene expression in SCs and FAPs at passage 2 (Timepoint 3). Points represent genes, which are colored if significantly (log_2_-FC > 1, FDR < 0.05) upregulated in FAPs (blue) or SCs (orange). Selected genes are annotated; **(F)** Violin plots showing expression of differentially expressed receptors in SCs and FAPs at passage 2; **(G)** Flow cytometry plots of muscle-derived cells after 72 h in SFGM stained for CD29/NCAM1 (left) or ITGA5/ITGA7 (right) prior to FACS; cells are shown after removal of doublets and CD45+/JAM-1+ cells; dashed lines indicated gating strategy for sorting; **(H)** Proportion of SCs purified with FACS protocols shown in **(G)** during long-term culture, as measured by flow cytometry; *t*-test was performed; *n* = 3; **(I)** Proportion of SCs during long-term culture on different coatings as indicated. *t*-tests were performed against Collagen control, *n* = 3; **(J)** As **(I)**, but for different media formulations as indicated, where SFGM serves as control, *n* = 3; Error bars indicate SD. Adjusted *p*-values: * < 0.05, ** < 0.01, *** < 0.001.

We therefore sought to adapt the long-term culture conditions, with the aim of preventing FAPs from overgrowing SCs. To inform our approach, we filtered the scRNA-seq data for differentially expressed genes between SCs and FAPs encoding receptors that interact with proteins commonly used as surface coatings or growth factors, revealing a number of interesting candidates (Figures 4E,F). 

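SC and FAP pseudobulks of passage 2 were compared over all cultures (9 SC, 8 FAP). Of 11471 tested genes, 787 were called higher in SCs and 818 higher in FAPs. A donor block gave 597 and 639, no filter 1459 and 1355, and use of SC cultures' own cells alone, with at least 5 cells per pseudobulk, 222 and 290. Among the receptors of Figure 4F, MET (ENSBTAG00000006161) averaged 21.9 ± 8.37 CPM in SCs and 0.994 ± 0.583 in FAPs (log2FC 4.96, SE 0.28, adjusted p 7.5e-10), ITGA7 142 ± 70.8 and 11.0 ± 12.3 (4.27, SE 0.41, adjusted p 4.6e-07) and NCAM1 (ENSBTAG00000005710) 73.0 ± 45.6 and 2.72 ± 4.46 (5.96, SE 0.49, adjusted p 9.3e-08), each higher in SCs in 8 of 8 donors with both types. ITGA5 (log2FC -2.67, SE 0.22, adjusted p 8.3e-08) and PDGFRA (-2.64, SE 0.45, adjusted p 1.8e-04) were lower in SCs in 8 of 8. THRA (ENSBTAG00000010745) was higher in SCs in 8 of 8 donors, at 20.7 ± 4.41 and 11.0 ± 2.38 CPM, and below the fold limit (0.89, SE 0.14, adjusted p 9.1e-05). Called genes with the same direction in all 8 donors included MEGF10 (6.88, SE 0.50, adjusted p 1.4e-08) and ACKR4 (-5.98).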

Sorting SCs using an ITGA7+/ITGA5- strategy decreased FAP contamination as compared to a CD29+/NCAM1+ sorting strategy [used in previous studies (22)], significantly reducing FAP overgrowth after three passages (*p* = 0.002; Figures 4G,H). Culturing SCs contaminated with FAPs on different coatings, we observed that within 3 passages, SC purity was reduced from 92.3% to 70.2 ± 4.5% on collagen I and to 81.4 ± 4.0% fibronectin (interacting with ITGA5), but remained at 90.3 ± 3.1% on laminin-521 (interacting with ITGA7; Figure 4I). We further adapted SFGM by adding triiodothyronine (T3, 30 nM, ligand for THRA), increasing the concentration of HGF (ligand for c-Met) and removing PDGF-BB (ligand for PDGFRα; Figure 4J). Each individual medium adaptation reduced FAP overgrowth over 3 passages, while the combination of all three significantly improved SC proportions compared to SFGM control (*p* = 0.008). The combined media formulation was thus labeled “improved SFGM” (i-SFGM). Interesting, FAP overgrowth was accelerated when cells were cultured at higher confluence (Supplementary Figure S5D), indicating potential differences in contact inhibition phenotypes between cell types.

### SCs transition between three dynamic states

To further investigate SC heterogeneity *in vitro*, we filtered out FAPs and reanalyzed the remaining single-cell transcriptomes at passage 2 (Timepoint 3), where significant numbers of SCs remained. Reclustering identified three subpopulations within SCs, with distinct gene expression profiles suggestive of quiescent, activated, and committed states (similar to those previously observed in human and murine SCs (13, 14); Figures 5A,B). 

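The SCs of donors 5, 6 and 10 at passage 2 were clustered on 30 principal components of 2000 variable genes chosen within donors, with the Leiden algorithm. The paper states that its normalization regressed out cell cycle effects, a step that was not taken here. Of 12 settings examined, 2 gave 3 clusters, and the setting used was chosen after these had been looked at. The clusters held 2055, 1142 and 102 cells and were named from markers fixed before the files were opened. In the first, 6 of 8 quiescence markers had their highest mean, in the second 8 of 8 cell cycle markers, and in the third 9 of 9 commitment markers. They are called quiescent-like, activated-like and committed-like. MKI67 (ENSBTAG00000002444) averaged 20.3, 496 ± 105 and 9.29 CPM in them, and MYOG (ENSBTAG00000006030) 64.7, 19.6 and 2863 ± 46.6. Per donor the states made up 62.3 ± 11.0%, 34.6 ± 12.3% and 3.07 ± 2.52% of the SCs. Calling each cell by its highest marker score instead moved them most, to 37.0%, 41.3% and 21.7%. No gene was tested between states, because the clusters were built from the genes that would be tested.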

Genes encoding proteins related to focal adhesion and ECM organization were upregulated in the quiescent state, cell cycle and replication in the activated state, and myogenic differentiation the committed state (Figure 5C; Supplementary Figure S6A). 

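Of the 15 genes shown for the quiescent state in Figure 5C, 14 are in the files, and 13 of them had their highest mean CPM in the quiescent-like cluster; the exception was APOD. Their ratio to the next state ranged from 1.30 to 3.74 (median 1.58). FN1 (ENSBTAG00000008300) averaged 1004 ± 472, 595 ± 341 and 110 ± 71.2 CPM in the quiescent-like, activated-like and committed-like SCs, and COL3A1 (ENSBTAG00000021466) 2098 ± 1044, 1387 ± 895 and 398 ± 243. The activated genes were highest in the activated-like cluster in 15 of 15 (median ratio 11.0), for example TOP2A (ENSBTAG00000019262) at 529 ± 125 CPM against 11.3 and 3.19. The committed genes were highest in the committed-like cluster in 15 of 15 (median ratio 17.8), for example MYLPF (ENSBTAG00000021218) at 16932 CPM against 150 and 27.4. The 3 donors' values did not overlap those of another state for 15 activated and 15 committed genes, and for 1 quiescent gene. The smallest donor group was 3 committed-like cells.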

Surface receptor expression in the quiescent state was similar to that previously observed by scRNA-seq in a quiescent subpopulation (therein referred to as “MuSC1”) of human SCs (Figure 5D) (13). These cell states were also observed at passages 5 and 8, but in different ratios (Supplementary Figures S6B,C), suggesting the possibility of transitioning between states.

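Of the 10 receptor genes of Figure 5D, 9 had their highest mean in quiescent-like SCs, at 1.10 to 1.70 times the next state (median 1.29), and for 3 of the 10 the donors' values did not overlap. ITGB1 averaged 470 ± 11.0, 428 ± 23.4 and 162 ± 57.5 CPM in quiescent-like, activated-like and committed-like SCs, CD9 748 ± 59.2, 627 ± 60.5 and 237 ± 70.3, CD81 541 ± 24.4, 424 ± 26.9 and 254 ± 82.4, and LRP1 69.1 ± 16.2, 40.5 ± 10.6 and 5.30 ± 5.35. The human cells named in the paper were not analysed here.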

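SCs of passages 5 and 8 were given the state held by most of their 20 nearest passage 2 SCs. Per donor, the quiescent-like share was 87.6 ± 1.01% at passage 5 (3016 SCs) and 95.9 ± 4.17% at passage 8 (69 SCs), and the activated-like share 8.96 ± 1.24% and 0%. The committed-like share was 3.48 ± 2.06% and 4.11 ± 4.17%. From passage 2 to passage 5 the quiescent-like share rose by 25.2 points and the activated-like share fell by 25.6 points, in 3 of 3 donors each (exact p 0.1, 2-sided permutation, 3 v 3, adjusted 0.15 over 9 tests; 0.25 by exact sign flips within donors, added later). By highest marker score the shares at passage 5 were 53.7%, 12.8% and 33.6%, and at passage 8 40.4 ± 38.2%, 1.33 ± 2.31% and 58.3 ± 40.1%. The fall of activated-like SCs thus appears under that rule too. The rise of quiescent-like SCs to passage 8 depends on the rule and on donor 5, with 5 scored SCs there. Without donor 5 the quiescent-like share by score was 45.3%, 52.9% and 60.6% at passages 2, 5 and 8. At passage 8 it was 22.6% without donor 6 and 38.0% without donor 10. The paper proposes from such changed ratios that SCs may pass between states. Shares at 3 passages, each its own library, show the change in composition and do not follow a cell.

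**Figure D5:**
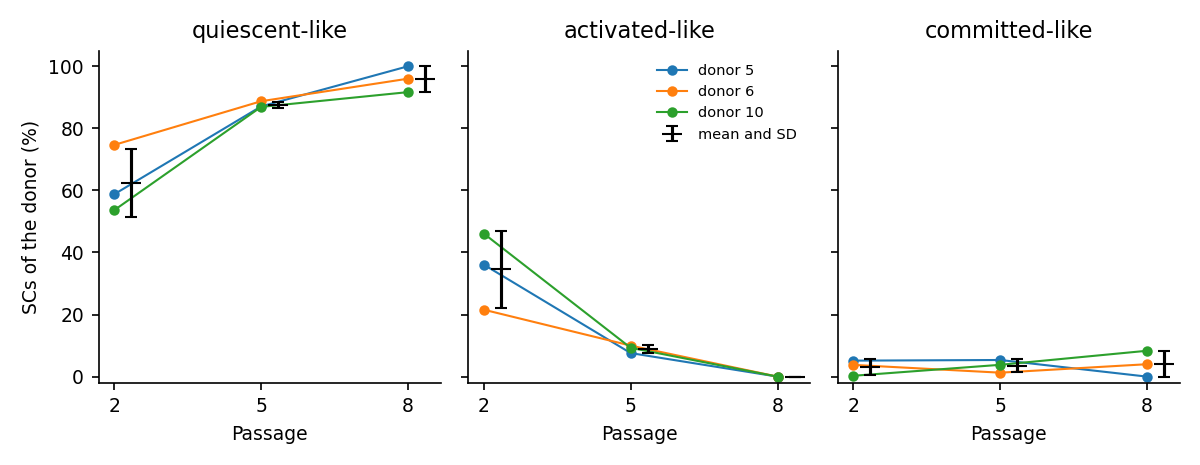
Share of quiescent-like, activated-like and committed-like SCs (y axis, percent of the SCs of a donor) at passages 2, 5 and 8 (x axis) for donors 5, 6 and 10, with the mean and standard deviation in black. The activated-like share falls from passage 2 to passage 5 in each donor and is 0 at passage 8.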

**Figure 5:**
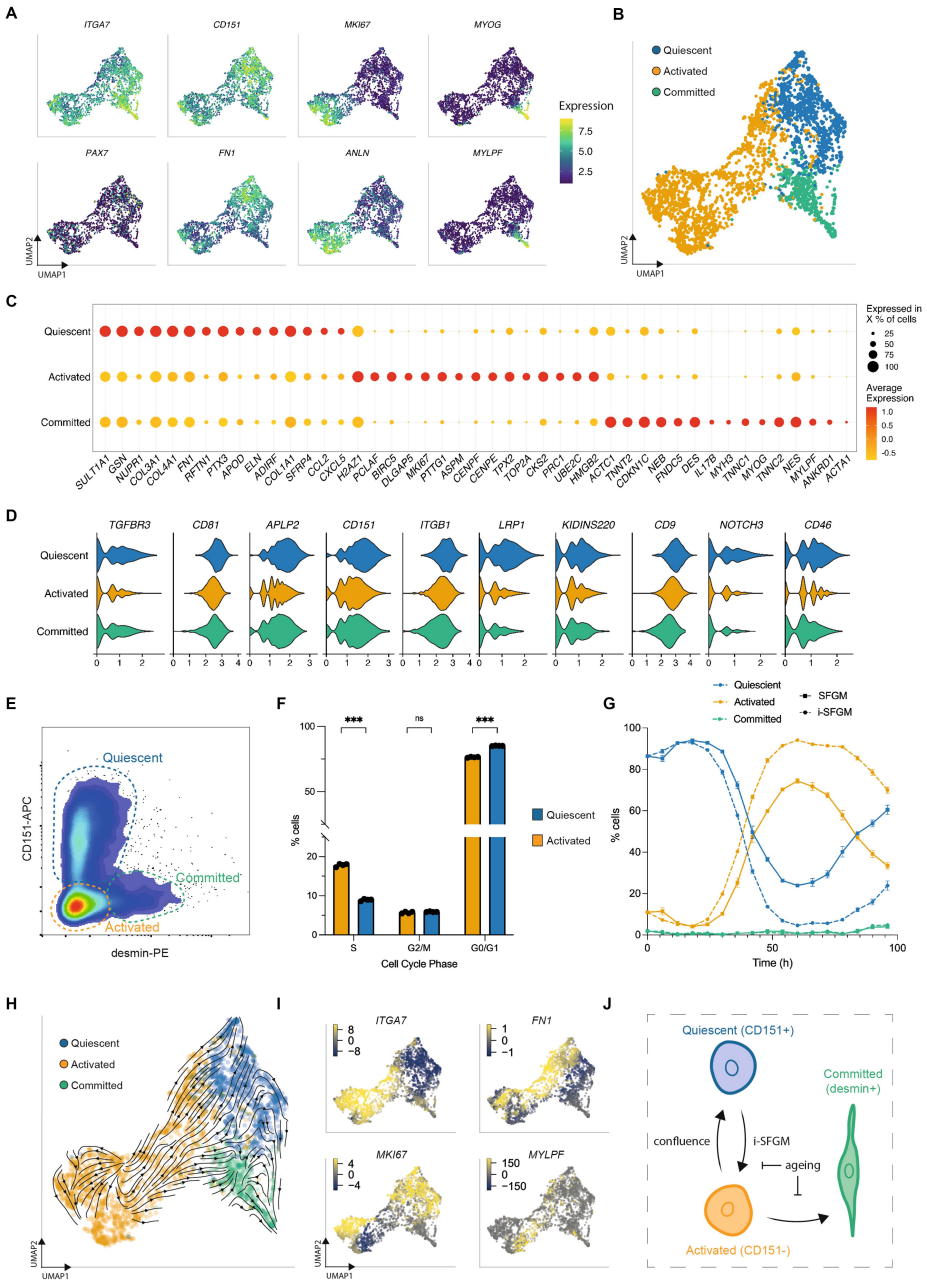
SCs switch dynamically between three cellular states *in vitro*. **(A)** UMAPs of SCs at passage 2 (Timepoint 3), colored by expression of indicated genes; **(B)** UMAP as **(A)**, but labeled according to SC state; **(C)** Normalized expression of the 15 most upregulated genes, averaged within SCs in each state; **(D)** Average expression of genes encoding quiescence-associated surface receptors in each SC state; **(E)** Flow cytometry plot of purified SCs stained for CD151 and desmin; dashed gates indicate the respective cell states; **(F)** Cell cycle analysis of CD151+ (blue) and CD151- cells (orange) determined via flow cytometry using the gating strategy in Supplementary Figure S5E; **(G)** Proportion of activated, quiescent and committed SCs over one passage in SFGM or i-SFGM media, as determined via flow cytometry; **(H)** UMAP as **(B)**, with averaged RNA velocity vectors embedded; **(I)** UMAPs as **(A)**, colored by RNA velocities of denoted genes; **(J)** Dynamic model of SC states *in vitro*; arrows indicate direction (s) of proposed transitions between states; Adjusted *p*-values: * < 0.05, ** < 0.01, *** < 0.001.

We next sought to establish a protocol to measure the quiescent state *in vitro*. 

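CD151 (ENSBTAG00000019569) averaged 167 ± 22.3 CPM in quiescent-like, 134 ± 26.0 in activated-like and 245 ± 98.1 in committed-like SCs at passage 2. The ranges over donors were 153 to 193, 119 to 164 and 176 to 357 CPM, so the donors overlap between the first states and the highest mean is the committed-like one. The desmin gene DES (ENSBTAG00000005353) averaged 208 ± 222, 98.7 ± 105 and 2329 ± 724 CPM. These are RNA values, while the paper's staining reads CD151 and desmin protein together.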

Analysing surface receptor expression in our dataset, together with the aforementioned human scRNA-seq dataset, identified CD151 as a potential marker for the quiescent population (Figure 5D). Staining for CD151 and for desmin (upregulated in committed SCs) allowed the simultaneous quantification of all three states via flow cytometry (Figure 5E; Supplementary Figure S6D). Combining this panel with EdU-staining, we confirmed increased cell cycle activity in activated as compared to quiescent SCs (Figure 5F; Supplementary Figure S6E), although the quiescent population did still show evidence of cell cycle activity. Investigating the dynamics of these subpopulations during a single passage, we found dynamic conversion between quiescent (CD151+) and activated (CD151-) states, with an initial increase in quiescent SCs followed by a rapid decline and a renewed increase as cells approach confluence (Figure 5G). The proportion of cells in the committed state remained stable throughout the first 72 h, increasing after 96 h. Investigating over multiple passages revealed that this interchangeability decreased over time (Supplementary Figure S6F). We observed that i-SFGM increased the proportion of activated SCs compared to SFGM, both within a single passage (Figure 5G) and over the course of multiple passages (Supplementary Figure S6F). In addition to transitions between cell states changing over the course of cell aging, transcriptional changes related to increased ECM remodeling and decreased translation were also observed *within* states over time (Supplementary Figure S7).

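Gene expression within SCs was compared between passage 5 and passage 2 in donors 5, 6 and 10 (3 v 3 pseudobulks). Of 12195 tested genes 367 were called, 103 higher and 264 lower at passage 5. The number of calls depends on which donor is left out, with 0 genes called by edgeR without donor 5 or without donor 10 and 317 without donor 6. Without donor 5 or 10, edgeR gave 1797 and 1933 genes at an unadjusted p below 0.05, and no other tool was run on these. Leaving out a donor also leaves fewer pseudobulks, so a lost call is not by itself a lost change. NRN1 rose from 1.53 to 14.4 CPM (log2FC 3.24, SE 0.50, adjusted p 0.0204), and MT1E (ENSBTAG00000001595) fell from 34.6 to 3.08 (log2FC -3.47, SE 0.47, adjusted p 0.0150), each in 3 of 3 donors. With 1 donor left out the log2FC lay between 2.98 and 3.70 for NRN1 and between -3.85 and -2.77 for MT1E. Extracellular matrix genes were higher by a median log2FC of 0.58 (67 of 82 genes, camera, adjusted p 6.8e-12), ribosome biogenesis genes were lower (-0.29, 2 of 42 higher, adjusted p 3.3e-06), translation factors and tRNA synthetases were lower (-0.20, 7 of 42 higher, adjusted p 0.0037), and cell cycle genes were lower (-1.26, 0 of 90 higher, adjusted p 8.9e-87). With fry, which tests each set by itself, the cell cycle set alone was called (adjusted p 0.0193). The matrix set reached 0.0845, biogenesis 0.128 and translation factors 0.0859.

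The comparison over all SCs includes the changed ratio of states. Within activated-like SCs 6 of 10022 genes were called (994 at an unadjusted p below 0.05), 5 of them higher, with PAX6 first (log2FC 3.24, SE 0.27, adjusted p 0.00746); with donor as a block 92 were called, 45 higher and 47 lower. The matrix set was higher by 0.24 (adjusted p 0.0221) and cytosolic ribosomal proteins lower by a median log2FC of -0.12 (8 of 81 higher, adjusted p 4.8e-06) with camera, and no set was called with fry. With donor as a block the matrix call was lost.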

Finally, we performed RNA velocity analysis of SCs at passage 2, in order to investigate these cell state transitions *in silico*. RNA velocity averaged across all genes indicated transitions from the activated to the quiescent state or committed states (Figure 5H), while an increase in expression of cell cycle genes within a subset of quiescent cells suggested they are able to return to the activated state (Figure 5I). Taken together with *in vitro* data, this suggests a dynamic, reversible transition between activated and quiescent states, while activated cells can also differentiate toward committed myocytes as SCs become confluent (Figure 5J).

## Discussion

The complexity of muscle tissue arises from the interplay of multiple cell types (8, 9). Here, we have presented an annotated scRNA-seq dataset comprising over 36,000 muscle cellular transcriptomes, from 10 donor cattle, across five timepoints during a cultured beef production process. This dataset gives significant insight into the cellular heterogeneity present in bovine skeletal muscle for the first time, including comprehensive analysis of 11 defined cell types (Figure 1). Our analysis showed notable similarity between bovine muscle and analogous approaches employed for more well-studied species, with expression of canonical genes for distinct cell types largely conserved between cattle, human and mouse. Comparison of bovine muscle with the corresponding cell cultures shed light on transcriptional changes that occur during the transition to *in vitro* culture. Notably, genes related to protein synthesis were strongly upregulated (suggesting cell activation), while those relating to ECM were downregulated, highlighting the pivotal role of cell-matrix interactions in the muscle niche. However, despite the absence of signaling from the microenvironment, the expression of most canonical marker genes was conserved *in vitro* (Figure 2), suggesting that muscle-derived cell cultures are able to recapitulate *in vivo* behavior to a large extent.

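Of the pairs of gene and cell type shown in Figures 1E and 2D, 17 could be tested at both timepoints, and all 17 were called higher in their type at both. The log2FC was larger at Timepoint 2 for 10 of the 17. It went from 9.35 to 6.70 for CNN1 in SMMCs, from 4.83 to 7.35 for LYVE1 in LECs and from 4.24 to 4.91 for TEK in VECs; PDGFRA in FAPs and MYF5 in SCs were among the 7 with a smaller log2FC at Timepoint 2. The cells a type is compared with differ between the timepoints, so a change in log2FC can come from either side.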

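SCs, FAPs, endothelial cells and SMMCs together made up 83.6 ± 4.84% of the cells of a donor at Timepoint 1 (75.9 to 89.3%, 10 donors) and 98.0 ± 0.789% at Timepoint 2 (96.0 to 98.7%, 9 donors).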

Differential expression analysis allowed us to identify surface marker panels for physical separation of multiple cell types, including SCs, FAPs, ECs, and SMMCs (together representing over 80% of mononucleated cells). Notably, inclusion of ITGA5 in the panel offered significant purity improvements over previous protocols, as this integrin serves as a negative selection marker for SCs, while ITGB1/CD29 (previously used as a SC marker (22, 23)) is highly expressed by both SCs and FAPs. 

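At passage 2 ITGB1 (ENSBTAG00000015910) averaged 468 ± 63.9 CPM in SCs and 473 ± 68.2 in FAPs (log2FC -0.02, SE 0.10, adjusted p 0.927), higher in SCs in 4 of 8 donors. ITGA5 in the same pseudobulks averaged 32.2 ± 12.6 CPM in SCs and 197 ± 38.9 in FAPs.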

While we were able to proliferate each of these cell types for multiple passages (Figure 3), further work is needed to assess the potential of ECs and SMMCs, with respect to their long-term proliferation in the absence of FBS and their capacity to promote myogenesis or adipogenesis, for example in co-culture systems (12, 24). Other low-abundance cell types, such as macrophages, could also offer benefits in terms of tissue remodeling and angiogenesis for structured cultured meat products (25, 26).

Cultured meat production requires an extensive proliferation phase, with many PDs, to achieve required cell yields (5). This prompts several issues, including reduced growth rates, loss of differentiation capacity, and the possibility of overgrowth of undesired cell types. Transcriptomic analysis indeed revealed that sorted SCs were rapidly overgrown by a small proportion of contaminating FAPs, indicating variable growth dynamics in our initial culture conditions that favor FAP proliferation (Figure 4). While high levels of animal-derived sera have traditionally been used to control fibroblastic overgrowth in SC cultures (27), this phenomenon is poorly understood, and in any case is unsuited for cultured meat applications. We used differential expression analysis to inform several improvements to the SC culture conditions, including the switch to an ECM mimic that corresponds to the integrin expression profile of SCs [laminin is known to interact with ITGA7/ITGB1 dimers (28)], and the addition of growth factors, such as HGF, whose receptor expression is specific to SCs (29, 30). These adjustments led to a significant decrease in the rate of FAP overgrowth, although it is likely that our scRNA-seq data could inform further improvements still (such as the inhibition of cell-type specific pathways using small molecule inhibitors). Our dataset will also provide insights into design of selective media for other cell types, such as ECs, which is likely complicated by their slow proliferation. Detailed metabolic profiling, which was beyond the scope of this study, could also help to inform the design of feeding strategies that afford efficient and selective growth of desired cell types (31). Understanding and solving these overgrowth-type issues could allow for longer proliferation phases at higher production volumes. It should be noted that the experiments described here were conducted at lab scale using static 2D cultures, and that proliferation in high-density, dynamic bioreactor systems used for upscaled cultured meat production will introduce additional physical and metabolic stresses. These might act differentially across cell types or states, and could thus be additional levers to reduce overgrowth, but they might also promote formation of unfavorable cell states that we did not observe in 2D (32). Further cost reduction will also be required for industrial scale cultured meat production, and our dataset can assist in the replacement of full-length growth and ECM attachment factors with animal-free peptide alternatives with retained (or superior) cell type selectivities, proliferation rates and differentiation performance (33).

Our transcriptomic analysis also revealed remarkable heterogeneity *within* cell types, notably between distinct subpopulations of SCs, that points toward a dynamic equilibrium of quiescent, active and committed states (Figure 5). Different SC states have previously been proposed, both from dissociated muscle samples (15, 34–36) and *in vitro* cultures (16, 37, 38), although without clear consensus. We identified CD151 [previously also observed in quiescent SCs in human skeletal muscle (13)] as a cell-surface marker for the quiescent cluster, although the extent to which the quiescent phenotype we observed *in vitro* reflects physiological SC behavior during embryonic development or wound healing certainly remains unclear. Cell cycle analysis demonstrated that the ‘quiescent’ cells still showed a low level of cell cycle activity, and this label may not be fully appropriate. 

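SCs of Timepoint 1 were not clustered into states here. Scored as mean marker UMIs per cell thinned to 2000 UMIs, they carried 10.3 ± 1.58 UMIs of the quiescence markers, 0.824 ± 0.541 of the cell cycle markers and 4.23 ± 2.75 of the commitment markers (601 cells, 10 donors). At Timepoint 2 the SCs carried 7.64 ± 1.35, 2.63 ± 0.334 and 0.183 ± 0.159 (2279 cells, 9 donors), and the SCs of the sorted cultures at passage 2 10.0 ± 4.44, 2.41 ± 0.475 and 7.51 ± 6.42 (3299 cells, 3 donors). FAPs of Timepoint 1 carried 53.3 ± 5.14 UMIs of the quiescence markers, so this set, which holds matrix genes, does not mark quiescence across cell types. The same FAPs carried 1.97 ± 0.591 UMIs of the commitment markers, against 0.0365 ± 0.00809 in FAPs of Timepoint 2. Commitment marker UMIs at Timepoint 1 were thus not specific to SCs. Muscle SCs thus carried fewer cell cycle UMIs than cultured ones, on a scale set by 8 markers and in libraries that differ in time.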

We also did not distinguish such states in our bovine muscle samples, perhaps because the majority of cells are activated during tissue dissociation (34). RNA velocity analysis suggests a model in which only activated SCs are able to differentiate, which is congruent with a physiological model of wound healing in which activated SCs either differentiate to form muscle fibers, or return to a quiescent state in order to preserve the ability of the tissue to respond to future regenerative stimuli. However, higher resolution velocity analysis of SCs would be informative, given that we only sampled a snapshot within each passage (when cells were approaching confluency). Indeed, the role that confluency plays in the promotion of differentiation, and the extent to which premature differentiation might negatively affect a proliferative culture, requires further study in the context of a cultured meat bioprocess design. Similarly, while increased culture length clearly affects the transitions of SCs between states, it is important to note that we also observed substantial transcriptomic differences between equivalent states at different timepoints (Supplementary Figure S7), indicating that cellular aging cannot be understood solely in terms of subpopulation ratio changes. Indeed, our data supports the hypothesis that a reduced rate of switching between states could be a characteristic of SC aging or senescence (39, 40). Future transcriptomic experiments, including single-nuclei approaches, could illuminate the formation of cultured muscle during the differentiation of SCs in 3D tissue constructs. Furthermore, although not specified in this study, it is likely that similar cellular heterogeneity is present in other cell types, including FAPs, where adipogenic and fibroblastic fate decisions could be critical for cultured fat production (41, 42). Although skeletal muscle is a well conserved tissue, some degree of species-specific heterogeneity between and within cell types should certainly be expected, and scRNA-seq approaches for other relevant organisms (including avian and fish species) will be insightful, although these may be complicated by the absence of reference genomes in some cases.

In conclusion, scRNA-seq is a powerful approach to study cell heterogeneity in the context of cultured meat production. Our dataset offers a number of important insights for cell purification and proliferation steps, has led to the development of refined medium conditions, and represents a useful resource for further analysis and improvement of cultured meat bioprocesses.

## Materials and Methods

### Cell isolation

Cells were isolated from semitendinosus muscles of 10 Belgian Blue cattle (Table 1) by collagenase digestion (CLSAFA, Worthington; 1 h; 37°C), filtration with 100 μm cell strainers, red blood lysis using a Ammonium-Chloride-Potassium (ACK) lysis buffer, and final filtration with 40 μm cell strainers. Cells from each donor animal were plated as separate cultures in serum-free growth medium (43) (SFGM, Supplementary Table S2) on fibronectin-coated (4 μg cm^−2^ bovine fibronectin, F1141, Sigma-Aldrich) tissue culture vessels for 72 h prior to FACS, or (where denoted) in growth medium (GM) containing 20% fetal bovine serum (heat-inactivated FBS; 10500-064, Gibco).

### Cell culture

Tissue culture vessels (Greiner) were coated with bovine fibronectin (4 μg cm^−2^, F1141, Sigma-Aldrich) for unsorted cells, ECs, and SMMCs, recombinant laminin-521 (0.5 μg cm^−2^, LN521-05, Biolamina) for SCs, or bovine skin collagen I (0.6 μg cm^−2^, C2124, Sigma-Aldrich) for FAPs for 1 h prior to plating, without any additional pre-treatment. Unsorted cells, SCs and FAPs were cultured in SFGM (except where otherwise noted), and passaged every 3–4 days upon reaching confluency. ECs and SMMCs were cultured in BioAMF-3 (01-196-1A, Sartorius).

To assess long-term proliferation, cells were cultured as described above for each cell type. Cells were harvested upon approaching confluence, counted, reseeded at 5 × 10^3^ cm^−2^ and purity assessed at each passage via flow cytometry.

### Single cell RNA-sequencing

#### Cell harvesting

Five timepoints throughout long-term *in vitro* culture were selected for single-cell RNA sequencing (scRNA-seq), for each of which cells from all genotypes (donor animals) were pooled in equal ratios and washed with 1% BSA in PBS prior to injection. Timepoints 1 to 5 corresponded to unsorted cells directly after isolation (“Muscle”) and after 72 h (“passage 0”), and to cultured cells (unsorted cells, SCs and FAPs) at passages 2, 5, and 8, respectively (Figure 1A; Table 1).

#### Library preparation and sequencing

25,000 cells were injected for each timepoint into a Chromium Single Cell Controller, emulsified with bar-coded gel beads and libraries were constructed following the protocol of the Chromium NextGEM Single Cell 3′ Kit V3.1 (10x Genomics). Quality control of the DNA library was performed on Qiaxcel (QIAgen) and quantified by qPCR using the KAPA SYBR Fast qPCR Master Mix (Illumina). Paired-end single cell 3′ gene expression libraries were sequenced on a Novaseq 6,000 System (Illumina) using a NovaSeq S1 flow-cell to a depth of at least 3.5 × 10^8^ reads/timepoint.

#### Data processing and demultiplexing

Raw base call files were demultiplexed using the cellranger mkfastq function (CellRanger 6.0.1). Reads were aligned to *Bos Taurus* genome (build ARS-UCD1.2) with Ensembl annotations (release 101), using CellRanger count function. Default filtering parameters of CellRanger were applied to obtain a gene expression matrix. Genotypes were deconvolved and assigned to individual cells using demuxlet (44), based on VCF files previously generated by genotyping of each donor animal with a BovineSNP50 v3 DNA Analysis BeadChip (Illumina).

#### Quality control and normalization

Across the five timepoints, 36,129 cells (90.8%) passed quality control (within 3 median absolute deviations of the median for expressed genes, total counts and percentage mitochondrial genes; Supplementary Figure S1). Counts for each timepoint were normalized using the sctransform function of Seurat with default parameters (45, 46), regressing out percentage of mitochondrial genes, library size, number of genes, and cell cycle effects.

#### Dimensionality reduction and differential gene expression analysis

Cells were clustered using the FindNeighbors() and FindClusters() functions based on the first 50 principal components and with a resolution of 0.1, respectively. Dimensionality was reduced by uniform manifold approximation and projection (UMAP) (47) using the first 30 principal components as input, 50 neighboring points and a minimal distance of 0.1.

Differentially expressed (DE) genes were computed for clusters identified in each timepoint by using the FindAllMarkers(), or between denoted conditions using FindMarkers(), with a log_2_ fold-change (log_2_-FC) threshold of 1, a false discovery rate (FDR) of 0.05, and expressed in at least 50% of cells. For Timepoint 1, cell types were assigned to each cluster based on DE genes and on predicted phenotypes from FindTransferAnchors() (48) using analogous murine scRNA-seq data [GSE143437 (14)]. ECs were further characterized by their expression of signatures derived from the Descartes human genes expression atlas (19) using the AddModuleScore function. For Timepoint 2, surface markers among the DE genes were identified by filtering for genes coding for proteins located in the plasma membrane (49). GO terms for biological processes (2021) were computed using enrichR (50). For the analysis of SC cultures, Timepoints 3 to 5 were filtered for genotypes 5, 6, and 10 (Figure 4), while for analysis of SC states these were further filtered by removal of *ITGA5*+ FAP clusters (Figure 5).

#### RNA velocity analysis

RNA velocities were computed for SCs at Timepoint 3 by generating separate count matrices for spliced and unspliced transcripts using velocyto. The resulting loom files were analyzed using scVelo in Python 3.9.12. Transcription kinetics for each individual gene was computed, indicating upregulated expression for a gene when more unspliced transcripts are identified than to be expected from the scVelo dynamical model. A combined velocity graph was generated by reducing the single-gene velocities to a lower-dimensional space using the scv.tl.velocity() function (51, 52).

#### Flow cytometry

For cell type identification, unsorted cells were stained for ITGA5 (PE), ITGA7 (APC), JAM-1 (APC-Cy7), and CD45 (PE-Cy7) (Figure 3; Supplementary Table S3) for 15 min prior to analysis on a MACSQuant10 Flow Analyzer (Miltenyi Biotec). To determine proportions of SCs and FAPs (Figure 4), cells were stained for ITGA7 (APC) and ITGA5 (PE). For analysis of SC states (Figure 5), cells were stained for CD151 (APC) prior to fixation (formaldehyde), permeabilisation (10% saponin), and staining for desmin. Samples were subsequently washed and stained with α-mouse-PE secondary antibodies prior to analysis. Where applicable, unstained and single-stained controls were used for compensation. Cells were pre-gated for size (FSC-A/SSC-A) and singlets (FSC-A/FSC-H), and a minimum of 1×10^4^ events recorded for each sample.

### Fluorescent-activated cell sorting

Cells were purified by FACS 72 h post-isolation on a FACSAria Fusion Cell Sorter (BD Biosciences), following antibody staining as described above. SCs, FAPs, SMMCs, and ECs were sorted using the gating strategy shown in Figure 2. Where noted, cells were gated for NCAM1+/CD29+ (Figure 4G).

### Immunofluorescent staining

After formaldehyde fixation, cells were permeabilised (0.5% Triton X-100), blocked [2% bovine serum albumin (BSA)] and stained with PDGFRα, Pax7, TEK, and CNN1 (for phenotype confirmation; Figure 3C) or desmin (for fusion index; Figure 4C) primary antibodies (see Supplementary Table S3). After washing, cells were incubated with AF488-conjugated secondary antibodies and Hoechst 33342 (Thermo Fisher) prior to imaging on an ImageXpress Pico Automated Cell Imaging System (Molecular Devices).

### Myogenic differentiation assay

Purified cell types (Figure 3) or mixed cultures containing SCs and FAPs in varying proportions (Figure 4) were seeded on 0.5% Matrigel-coated vessels at a density of 5 × 10^4^ cm^−2^ in SFGM for 24 h, before switching to serum-free differentiation media (SFDM) (53). After 72 h in SFDM, cells were fixed with 4% formaldehyde, stained for desmin and imaged as previously described. To calculate fusion indices, number of nuclei within desmin-stained areas were divided by total nuclei.

### Adipogenic differentiation assay

Purified cell types (Figure 3) were seeded on collagen-coated 96-well plates at a density of 5 × 10^4^ cm^−2^ and grown in SFGM for 24 h. To induce adipogenic differentiation, the media was switched to serum-free adipogenic differentiation media (54, 55). Cells were fixed after 240 h and stained for neutral lipids using boron-dipyrromethene (BODIPY, D3922, Thermo Fisher).

### Cell cycle analysis

For flow cytometric cell cycle analysis, SCs were incubated with EdU for 90 min prior to trypsinisation. Following α-CD151-APC staining, Click-iT reaction was performed using the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (C10420, Thermo Fisher) according to the supplier’s protocol, followed by α-desmin staining as previously described. Finally, the cells were gated into quiescent (desmin^−^/CD151^+^) and activated (desmin^−^/CD151^−^) and within these, into EdU^+^ (S-Phase), DAPI^low^/EdU^−^ (G0/1-Phase) and DAPI^high^/EdU^−^ (G2-Phase), as shown in Supplementary Figure S6E.

### Statistical analyses

Statistical analyses were performed using Prism 9 (Graphpad). Pearson correlation of fusion indices with percentages of ITGA7+ cells was computed assuming a normal distribution (Figure 4D). For comparisons of culture conditions (Figures 4H–J) and the analysis of cell cycle states in SCs (Figure 5E), two-way ANOVAs were performed including *post-hoc* Tukey’s multiple comparison test. Sample replicates consisted of cells from the same donor animal, cultured in separate vessels. The adjusted *p*-values were denoted as follows: * < 0.05, ** < 0.01, *** < 0.001.

## Data availability statement

The scRNA-seq datasets presented in this study can be found online at: https://www.ncbi.nlm.nih.gov/geo/, accession number GSE211428.

## Ethics statement

Ethical approval was not required for the study involving animals in accordance with the local legislation and institutional requirements because samples were collected from animals being slaughtered to enter the food chain.

## Author contributions

TM, RD, LS, LM, RH, MG, and CD performed experiments and analysis. MP and JF supervised the study. TM and JF wrote the manuscript with input from all authors. All authors contributed to the article and approved the submitted version.

## Conflict of interest

TM, RD, LS, LM, RH, MG, and JF are employees of Mosa Meat B.V. MP is co-founder and stakeholder of Mosa Meat B.V. Study was funded by Mosa Meat B.V. Mosa Meat B.V. has patents on serum-free proliferation medium (WO2021158103), and serum-free myogenic (WO2022114955) and adipogenic differentiation media (WO2023003470).

The remaining author declares that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

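The starting point was the deposited output of the authors' CellRanger 6.0.1 run, raw UMI counts per gene and barcode for 5 libraries, 1 per timepoint, mapped to genome build ARS-UCD1.2. The authors' cell tables gave, per barcode, the demuxlet class and donor, the numbers of UMIs and genes, the deposited percent of mitochondrial UMIs, and the deposited cell type label; the deposited cell cycle scores were not used. The combined expression table deposited with the cells holds whole numbers whose column sums lie between 14766 and 22677; it is not a table of raw counts and was not used. Of the columns in the deposited cell tables 25 were not used. Genes are named by symbol and Ensembl identifier, and 68 symbols stand for several genes. No genome coordinates are given, because the gene table at hand belongs to another assembly.

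Cells were the singlets that passed the authors' quality control. Doublets and ambiguous barcodes were left out; demuxlet can find only doublets of different donors, and no other doublet caller was run. The stated limits of 3 median absolute deviations were recomputed as a check. Donor 3 was used at Timepoint 1 alone. The records of Timepoint 2 name SCs, FAPs and unsorted cells together, while the paper's methods name unsorted cells, and all 9 donors were treated as unsorted there. The SC state labels of the authors and the cells grown with serum were not analysed here, and flow cytometry, growth, differentiation and RNA velocity were outside these data.

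Shares were computed per donor and then averaged. Groups of donors were compared with exact 2-sided permutation tests. Passages share their 3 donors, so exact sign flips within donors were added after the results were seen, with a smallest p of 0.25. Permutation p-values were adjusted by Benjamini-Hochberg within a family. For neighbours, counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken with scanpy, and 20 nearest neighbours were found; alternatives used 50 components with 50 neighbours, or cells thinned to 2000 UMIs. Removed singlets were typed from their 15 nearest kept cells.

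Counts were summed per donor and cell type into pseudobulks of at least 10 cells. The sums were compared in edgeR (quasi-likelihood F test, robust, TMM factors, filterByExpr). Genes were called at an adjusted p below 0.05 and an absolute log2FC above 1; the paper's further demand on the share of expressing cells was not applied. A type was tested against the sum of all other cells of the same donor where at least 2 donors had a pseudobulk, a rule set after the files were seen. The standard error is the absolute log2FC divided by the square root of F. Alternatives set before the data were examined were DESeq2, no filter for low counts, at least 30 cells, donor as a replicate block (sex as a covariate for calves against adults), and leaving out each donor where few donors were compared. For the comparison within activated-like SCs they were not set beforehand. Thinning every pseudobulk to the smallest UMI total of a comparison was added after the results were seen, with edgeR alone. Gene sets (cytosolic ribosomal proteins, ribosome biogenesis, translation factors and tRNA synthetases, cell cycle, extracellular matrix, myogenic differentiation) were fixed before the files were opened and tested with camera, with fry as the other test. Set changes per donor are means of log2 CPM changes with a prior count of 2, compared with exact sign-flip tests. The lists of myocyte genes (from Supplementary Table S1) and of early response genes of tissue dissociation were counted among the called genes. The early response list was written after the files were opened and before the fits.

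SC states at passage 2 came from Leiden clusters at resolution 0.1, the lowest value of a grid that gave 3 clusters, with variable genes chosen within donors; 12 settings were looked at first. SCs of passages 5 and 8 took the state of most of their 20 nearest passage 2 SCs. An alternative took the highest of 3 marker scores in cells thinned to 4000 UMIs. The planned tests of state genes were not run, because the clusters are made from the same genes. Another rule for SCs and FAPs compared the UMIs of PDGFRA, DCN, LUM and ITGA5 with those of ITGA7, MYF5, NCAM1 and DES in each cell.

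Genes named in the text are those shown in the paper's figures and the 5 with the largest absolute fold change in each direction among called genes that changed the same way in every donor with both groups. Both rules had been laid down before the fits, and the figures and Supplementary Table S1 had been read by then. An item shown there is not reported here. For a gene with 0 counts in 1 group the lowest fold is given, with 3 counts in that group.

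The edgeR fits were tested on simulated data made from the real pseudobulks, with 200 genes changed by log2 values of 1.5, 2 or 3 per comparison. Recovery was 97% in FAPs, 99% in SCs and 96% in vascular endothelial cells between Timepoints 1 and 2, 95.5% for SCs against FAPs, 88% for passage 5 against passage 2, 89% within activated-like SCs, and 96% and 93% for calves against adults in FAPs and SCs; unchanged genes called numbered 0 to 12. DESeq2 called up to 29 unchanged genes (13.9% of its calls), in passage 5 against passage 2. The tests were also run on 100 splits of the samples into groups of the same sizes (40 for markers, 10 for passage 5 against passage 2). After the group means were removed, the 2 pseudobulks of a donor correlated with a median r of 0.325 for SCs against FAPs and 0.444 for passage 5 against passage 2, against -0.0279 and -0.209 for those of different donors, so donor numbers pair the samples. Donor sex could not be checked from expression, since the sex-linked genes looked for are absent from the annotation.

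Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.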

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

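Written after the results were seen were the tests of cells assigned to donor 3, of removed adult cells, of barcodes at Timepoint 5, of UMI totals between Timepoints 1 and 2, of the activated-like SC splits, of TMM scaling, and of sign flips between passages; the differences between cell types in gene sets were also set up then.

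Calves and adults were compared at Timepoint 1 in FAPs, where 81 of 6158 genes were called (35 higher in calves; edgeR, 5 v 5 donors; DESeq2 103). They include LRRC17 (log2FC 3.06) and ALAD (1.97, SE 0.28, adjusted p 0.00163), higher in calves, and SGPL1 (-2.49, SE 0.30, adjusted p 0.00106) and FKBP5 (-2.43), lower. Of 100 splits of the donors, 1 gave as many genes, the real one. With every pseudobulk thinned to the smallest UMI total 46 genes were called, 32 of them among the 81. Those 32 argue against UMI totals as the whole cause. The count fell by more than 1.5 times, so UMI totals as a part of the cause stay open. In SCs 4 of 4155 genes were called (DESeq2 6, sex as covariate 7), HPCAL1 (-2.36, SE 0.23, adjusted p 2.5e-05), VWA1 (1.68, SE 0.29, adjusted p 0.0174), SMIM11A (1.51) and SEPTIN4 (-1.04). The count was 1 without donor 2, 5 or 8 and 7 without donor 4, and 4 of 100 splits gave as many. Thinned SC pseudobulks gave 0 genes in edgeR, the tool run on them (133 at an unadjusted p below 0.05), so UMI totals cannot be told apart from age there. In FAPs, sex as a covariate gave 83 genes, 68 of them among the 81, which argues against sex as the whole cause there. Age and other differences between the animals stay open as untested.

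The FAP share rose more from Timepoint 1 to Timepoint 2 in calves than in adults, by 37.0 against 26.6 points, a difference of 10.35 points (exact p 0.0159, 2-sided permutation, 5 v 4 donors; adjusted 0.111 over 7 types). After adjustment this is not called, and what would cause it was not tested.

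Extracellular matrix genes changed differently in FAPs and SCs, by -2.67 log2 units in 9 of 9 donors. The difference was -2.24 with thinned pseudobulks and -2.81 without TMM factors, which argues against UMI totals and against scaling. Cytosolic ribosomal protein genes rose in FAPs (0.51 ± 0.15, 9 of 9 donors) and fell in SCs (-0.18 ± 0.18, 8 of 9), a difference of 0.69 (0.51 thinned, 0.56 without TMM factors). Exact sign-flip p was 0.0039 for each, the smallest possible with 9 donors. Timepoint and library cannot be told apart, and an effect of the libraries would have to act on the cell types differently to give this pattern; that was not tested.

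SCs made up 5.97%, 0.503% and 1.60% of the cells in FAP cultures at passages 2, 5 and 8 (163, 20 and 15 cells), and 18.0%, 21.7% and 7.51% in unsorted cultures. Each change in the FAP cultures has an exact p of 0.1 (2-sided permutation, 3 v 3 donors, the smallest possible), 0.25 by exact sign flips within the 3 donors, also the smallest possible, and the same direction in 3 of 3 donors. The rise from passage 5 to 8 there rests on 15 cells with a median depth of 4424 UMIs. In unsorted cultures no change between passages by annotation reached an exact p below 0.2 in the permutation test. The FAP share there rose by 10.5 points from passage 2 to 8 and by 14.2 points from 5 to 8, in 3 of 3 donors each. Exact sign flips within donors gave 0.25 for both, the smallest possible. From passage 2 to 5 it rose in 2 of 3 donors. Without donor 1 the passage 5 mean of the unsorted cultures is 10.4%.

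Among 43 groups of shares tested for a single distant value, 2 had a donor apart from the rest, and chance alone gives about 1 in 20, or 2.15. Donor 4 had 3.13% neutrophils at Timepoint 1, with 1.30% the next highest, and donor 1 had 3.20% monocytes/macrophages at Timepoint 2, with 1.60% the next highest. These numbers match the count that chance gives, and both donors were kept.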

How the results depend on the processing

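Choices made before the data were examined are DESeq2, no filter for low counts, at least 30 cells, the replicate block, omission of single donors, the marker rules, and neighbour settings. For passage 5 against passage 2 within activated-like SCs, the alternatives to the gene tests were not set beforehand. Thinned pseudobulks, a second clustering and the set tests of passage 5 against passage 2 with fry or a block were added after results were seen. A share or mean stayed the same where it lay within 1 standard deviation over donors of the main value, a count of genes where it lay within 1.5 times of it, and a gene or set where it kept its call. Of 154 alternatives for shares or means 134 stayed the same by the measure used and 20 moved; of 87 for counts of genes 59 stayed and 28 moved; of 90 for gene sets 78 stayed, 10 became weaker and 2 stronger. Of 835 for named genes 736 stayed the same, 97 became weaker and 2 stronger. Where results changed, the cause was not tested unless stated.

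The share of own-timepoint neighbours was 99.4% at Timepoint 1 and 98.6% with 50 components and neighbours. With thinned cells it went from 99.6% to 99.2% at Timepoint 2 and from 80.4% to 71.5% at Timepoint 3.

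Assigning cells by summed marker UMIs changed the culture shares most. FAPs in SC cultures went from 1.13% to 78.8% at passage 2 and from 21.7% to 83.4% at passage 5, and the rise from passage 2 to 8 from 90.5 to 18.9 points (exact p 0.1 by permutation of 3 v 3, and 0.25 for both rises by sign flips within donors, added after results were seen). SCs in unsorted cultures went from 18.0% to 0.796% at passage 2 and from 7.51% to 0.459% at passage 8, and in FAP cultures from 5.97% to 0.293%, from 0.503% to 0.0283% and from 1.60% to 0%, so from passage 5 to 8 SCs there rose by 1.10 points by annotation and fell by 0.0283 by this rule. The rule is built on UMIs of FAP markers that SCs also carry. Omitting 1 donor left FAPs in SC cultures between 0.866% and 1.38% at passage 2, between 4.07% (without donor 5) and 31.5% (without donor 6) at passage 5, which counts as the same only because the standard deviation is 30.6 points, and between 89.1% and 96.1% at passage 8. In FAP cultures SCs ranged from 3.77% (without donor 4) to 7.91% at passage 2, 0.386% to 0.581% at passage 5 and 1.42% to 1.93% at passage 8. In unsorted cultures they ranged from 15.0% to 21.5%, from 10.4% (without donor 1) to 30.0% and from 5.16% to 9.87%.

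SC states by highest marker score gave quiescent-like shares of 37.0%, 53.7% and 40.4% at passages 2, 5 and 8, in place of 62.3%, 87.6% and 95.9%. The activated-like share went from 8.96% to 12.8% at passage 5 and from 0% to 1.33% at passage 8. The quiescent-like share changed from passage 5 to 8 by 8.32 points by clusters and by -13.3 points by score, a change of direction. The fall by score rests on donor 5, which went from 55.1% to 0% with 5 scored SCs at passage 8. Without donor 5 the score share rose from 52.9% to 60.6%, the direction of the clusters. At passage 2 the activated-like share was 34.6%, below the quiescent-like one, by clusters and 41.3%, above it, by score. The committed-like share went from 3.07% to 21.7%, from 3.48% to 33.6% and from 4.11% to 58.3%. The second clustering that gave 3 clusters put the quiescent-like share of passage 5 at 86.4%. Leaving out donor 5 or 10 moved the committed-like share of passage 2 between 2.03% and 4.47% and that of passage 8 between 2.00% and 6.17%.

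Without the filter for low counts more genes were called, 6925 in place of 3997 in FAPs, 5286 in place of 1789 in SCs and 5030 in place of 2071 in vascular endothelial cells from Timepoint 1 to 2, 2814 in place of 1605 between SCs and FAPs, 152 in place of 81 and 37 in place of 4 between calves and adults, and 7696 in place of 4056 marker genes of Timepoint 1. Thinned pseudobulks gave 1640, 531 and 1176 genes in FAPs, SCs and vascular endothelial cells, 233 in place of 691 shared by the 3, and for calves against adults 46 in FAPs and 0 in SCs (edgeR; 133 at an unadjusted p below 0.05; no other tool run on thinned sums). A joint model over 6 types (102 pseudobulks), with cell type as a covariate, called 1449 genes for timepoint, 635 of them among the 691; it does not count genes shared by the 3 types. Markers of Timepoint 2 numbered 2882 over 4 types with at least 30 cells, against 2834 for the same 4 types and 4432 over 6.

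With donor as a replicate block, SCs against FAPs gave 1236 genes, FAPs from Timepoint 1 to 2 4622 and SCs 2187 in place of 1789. SCs against FAPs in donors 5, 6 and 10 alone gave 512 genes, and leaving out single donors 1301 (without donor 6) to 1688 (without donor 8).

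Passage 5 against passage 2 within SCs went from 367 genes to 0 without donor 5 or 10 and 317 without donor 6 (edgeR; 1797 and 1933 genes at an unadjusted p below 0.05 without 5 or 10). DESeq2 gave 520 and the block 472 with all donors. Within activated-like SCs 6 genes became 40 with DESeq2 and 92 with the block, and 0 without donor 5, 6 or 10 (edgeR; 611, 1095 and 485 at an unadjusted p below 0.05). Calves against adults in SCs gave 7 genes with sex as covariate, 1 without donor 2, 5 or 8 and 7 without donor 4; in FAPs 57 to 105.

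Of 18 set tests from Timepoint 1 to 2, the 15 calls of camera hold under fry, and fry alone called the matrix set in SCs (adjusted p 1.4e-06) and in vascular endothelial cells (1.5e-05). The ribosomal protein call in SCs was lost with the block (0.192). For passage 5 against passage 2 the cell cycle call alone of 5 holds under fry (matrix 0.0845, myogenic 0.527, biogenesis 0.128, translation 0.0859). Within activated-like SCs 0 of 4 hold (ribosomal 0.140, matrix 0.779, myogenic 0.779, translation 0.574), and the matrix set gave 0.296 with the block.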

Differences from the paper's values

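Alternatives named here were set before the data were examined unless said otherwise. The paper's test of SC against FAP genes took cells as replicates, and here donors were the replicates.

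The paper limits Figure 4 to donors 5, 6 and 10, while the main comparison here took all cultures, so the groups are unlike. The number of genes higher in SCs than in FAPs at passage 2 was 787, where Figure 4E, read by eye, prints about 1200. No filter for low counts gave 1459, at least 30 cells 927, SC cultures against FAP cultures 931, and omission of donor 8 879, none of which differ from that number by the measure used. DESeq2 gave 758, the replicate block 597, unsorted cultures alone 723, donors 5, 6 and 10 alone, the donors of the figure, 222 (38 FAPs in all, at least 5 per pseudobulk), and omission of any other donor 619 to 796, which do differ. The number higher in FAPs was 818, where the figure, read by eye, prints about 1100; this does not differ by that measure, while 639 with the block, 682 without donor 6 and 290 in donors 5, 6 and 10 do.

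The paper states that every population of Timepoint 1 was found in all donors. Neutrophils were annotated in 9 of 10 donors, glial cells in 6 of 10 and tenocytes in 6 of 10; the other 8 were found in 10 of 10. The paper shows ITGA5 as a FAP marker and ITGA7 as an SC marker at Timepoint 2. Against all other cells of the donor, ITGA5 was not called in FAPs (log2FC 0.50) under edgeR, and DESeq2 fitted 0.51. Its highest mean was in smooth muscle and mesenchymal cells. ITGA7 was called in SCs and had its highest mean in those cells as well. These are RNA values, while the paper's panel gates protein and uses JAM-1 and CD45 as well. The mean of ITGA5 was higher in FAPs than in SCs, and it was called lower in SCs.

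The paper ties the genes that changed from Timepoint 1 to 2, with cell type regressed out, to less interaction with the extracellular matrix. The matrix set fell in FAPs (median log2FC -2.64) and was not called in SCs (adjusted p 0.125) or vascular endothelial cells (0.0886) with camera, while fry called it lower in both (1.4e-06 and 1.5e-05). The mean log2FC in SCs was -0.42 and the median 0.14. The ribosome biogenesis set rose in all 3 types.

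Figure 4F shows THRA as differing between SCs and FAPs. Here its log2FC over all cultures was 0.89, below the limit, and 1.02 (adjusted p 9.0e-04), called, in unsorted cultures alone. In donors 5, 6 and 10, the donors of the figure, it was 1.43 and not called, with an adjusted p above 0.05. The paper gives CD151 as a marker of the quiescent state, from expression in Figure 5D and from protein staining read together with desmin. The mean of its RNA was highest in committed-like SCs, at 245 CPM, with 167 in quiescent-like and 134 in activated-like ones. The paper's gates part quiescent from activated SCs by CD151 among desmin-negative cells. For that pair the mean RNA was higher in quiescent-like SCs, with donors that overlap. APOD, shown among the quiescent genes in Figure 5C, averaged 201 CPM in committed-like, 158 in quiescent-like and 60.1 in activated-like SCs, and it is among the 10 genes of largest fold of the quiescent-like cluster. For both genes the committed-like mean includes 1 donor group of 3 cells.

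Figure 5B, read by eye, shows more activated than quiescent cells at passage 2. The paper regressed cell cycle effects out in its normalization, and the clusters here were made without that step. The states compared are thus unlike, and whether this moved the shares was not tested. Here the shares were 34.6% activated-like and 62.3% quiescent-like, and 41.3% and 37.0% by highest marker score, which has the order of the figure. The second clustering, chosen after its settings were seen, gave 36.9% and 60.2%.

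The FAP share in SC cultures was 1.13%, 21.7% and 91.6% at passages 2, 5 and 8, which does not differ by the measure used from the paper's text at passages 2 and 8 or from about 22% in Figure 4B, read by eye, at passage 5; the marker-UMI rule, at 78.8% and 83.4%, was far from them at passages 2 and 5.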

Other observations

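The tests named here that were written after the results were seen are those of donor 3, of ITGA7 in FAPs of the SC cultures, of removed adult cells, of barcodes at Timepoint 5, of UMI totals from Timepoint 1 to 2, and of the splits within activated-like SCs.

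Genes changed from Timepoint 1 to Timepoint 2 in the same direction in FAPs, SCs and vascular endothelial cells numbered 691. In each type and for the shared genes, 1 of 100 splits of the samples gave as many, the real one. With every pseudobulk thinned to the smallest UMI total, 1640 genes in FAPs, 531 in SCs, 1176 in vascular endothelial cells and 233 shared ones were called, which argues against UMI totals as the whole cause. Of the 315 shared lower genes, 3.49% stood on the list of myocyte genes (1.32% of tested genes) and 6.67% on the list of early response genes of dissociation (0.691% of tested genes), and 89.8% on neither. Of the 376 shared higher genes 3.19% stood on the myocyte list too, so its excess is not specific to the falls, and 0% on the early response list. Both lists are short and leave out genes that either cause could move, so free RNA of muscle fibres and the dissociation response stay open as causes of the falls. The myocyte list came from Supplementary Table S1, which the study drew from the same libraries. The median log2FC of the 11 listed myocyte genes was -7.91, against -1.91 in the other shared lower genes. UMIs of all genes on that list were 1.62% of the UMIs of FAPs at Timepoint 1 and 2.46% at Timepoint 2, so the list as a whole did not fall. Barcodes without cells, which would carry free RNA, were not analysed here.

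Cells lay next to cells of their own timepoint at every timepoint. After thinning to 2000 UMIs per cell the smallest excess over the share expected by mixing was 45.09 points, which argues against different numbers of UMIs per cell as the cause. With 1 library per timepoint, a batch effect of the library cannot be told apart from time.

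Splits were also made for the other gene tests. For cell type markers 1 of 40 splits, the real one, gave as many genes at Timepoint 1, and 1 of 40 at Timepoint 2. For SCs against FAPs at passage 2 it was 1 of 100. The cell types came from clusters of the same expression values, so the labels fixed this outcome and these counts decide nothing. For passage 5 against passage 2 within SCs and within activated-like SCs there are 10 splits of 3 v 3 samples, and 1 of 10 gave as many. The same 3 donors are in both passages, and 4 of these splits keep the pairs parted, so chance cannot be ruled out below 1 in 4.

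The rise of FAPs in SC cultures was checked for doublets of an SC and a FAP of 1 donor. Of 945 FAPs at passage 8, 0% had as many SC as FAP marker UMIs, which decides nothing, since SCs themselves carried a median of 51 FAP and 8 SC marker UMIs. An ITGA7 UMI was found in 4.13% of these FAPs (exact interval 2.95 to 5.60) and in 62.3% of 69 SCs (49.8 to 73.7), which argues against such doublets as the whole cause. Cells of other donors assigned to donors 5, 6 and 10 could not be tested: donor 3, absent from later libraries, had 0 singlets at Timepoint 5 but also none at Timepoints 2 to 4, where the assignment may have been made without its genotype, so the count of 0 tells nothing.

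More cells came from calves than from adults at Timepoint 1, 592 ± 147 against 287 ± 69.1 per donor (exact p 0.00794, 2-sided permutation, 5 v 5 donors, the smallest possible). Before quality control the lowest calf had 519 singlets and the highest adult 452, which argues against removal of adult cells as the cause. At Timepoint 2 the numbers did not differ (exact p 0.778). The paper pooled the donors in equal ratios, and whether the tissue or the pooling gave the difference was not tested.

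Doublets of different donors were 45.9% of barcodes at Timepoint 5 and 8.11% at Timepoint 1. Timepoint 5 had 8579 barcodes and Timepoint 1 8980, so more barcodes in the library do not explain the share. Demuxlet left 2817 barcodes ambiguous at Timepoint 1 and 1551 at Timepoint 5, where the median depth of kept cells was 4081 and 18043.5 UMIs. How many ambiguous barcodes were doublets is not known, which limits the comparison of the shares. The paper states the same number of injected cells for every timepoint, and what raised the share was not tested.

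Cell cycle genes rose from Timepoint 1 to 2 by 2.96 ± 0.38 log2 units in FAPs, 1.09 ± 0.75 in SCs and 0.39 ± 0.66 in vascular endothelial cells over 41 shared genes (9, 9 and 6 of 9 donors higher). UMIs of genes on the early response list were 4.24% of the UMIs of SCs and 4.30% of vascular endothelial cells at Timepoint 1, against 1.82% in FAPs, and 1.05%, 0.944% and 1.08% at Timepoint 2.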
